# A genome-wide view of the de-differentiation of central nervous system endothelial cells in culture

**DOI:** 10.7554/eLife.51276

**Published:** 2020-01-08

**Authors:** Mark F Sabbagh, Jeremy Nathans

**Keywords:** blood-brain barrier, beta-catenin, chromatin, Wnt, cell culture, endothelial, Mouse

## Abstract

Vascular endothelial cells (ECs) derived from the central nervous system (CNS) variably lose their unique barrier properties during in vitro culture, hindering the development of robust assays for blood-brain barrier (BBB) function, including drug permeability and extrusion assays. In previous work (Sabbagh et al., 2018) we characterized transcriptional and accessible chromatin landscapes of acutely isolated mouse CNS ECs. In this report, we compare transcriptional and accessible chromatin landscapes of acutely isolated mouse CNS ECs versus mouse CNS ECs in short-term in vitro culture. We observe that standard culture conditions are associated with a rapid and selective loss of BBB transcripts and chromatin features, as well as a greatly reduced level of beta-catenin signaling. Interestingly, forced expression of a stabilized derivative of beta-catenin, which in vivo leads to a partial conversion of non-BBB CNS ECs to a BBB-like state, has little or no effect on gene expression or chromatin accessibility in vitro.

## Introduction

Vascular endothelial cells (ECs) develop unique cellular and molecular properties to meet the specialized needs of target tissues (Augustin and Koh, 2017; Potente and Mäkinen, 2017). In the central nervous system (CNS) vasculature, the object of study here, ECs acquire a set of properties that collectively form the blood-brain barrier (BBB) or its retinal equivalent, the blood-retina barrier (BRB). This unique EC phenotype arises from a genetic regulatory program that (1) suppresses the production of fenestrae- and caveolae-associated components, thereby reducing intra-endothelial diffusion and transcytosis, respectively, and (2) enhances the production of tight junction proteins that block intercellular diffusion, transporters that carry small molecules such as glucose and amino acids from the blood to the brain parenchyma, and efflux pumps that extrude toxic molecules from the brain parenchyma (Zhao et al., 2015).

Numerous studies have found that cultured ECs have a propensity to lose their tissue-specific properties (DeLeve et al., 2004; Durr et al., 2004; Lacorre et al., 2004; Sellaro et al., 2007; March et al., 2009; Burridge and Friedman, 2010; Géraud et al., 2010; Kim and Rajagopalan, 2010; Tasnim and Zink, 2012; Urich et al., 2012; Uhlig et al., 2014; Zhao et al., 2014; reviewed in Helms et al., 2016). In the case of CNS ECs, overcoming this propensity is of both theoretical and practical interest. An EC culture system that could faithfully reproduce the small molecule permeability, transport, and extrusion properties of the BBB would permit high throughput in vitro screening of drug candidates to predict their brain penetration (Helms et al., 2016). Loss of the CNS EC-specific expression profile by cultured brain ECs could result from a loss of brain-specific signaling, including beta-catenin signaling (also called canonical Wnt signaling). Conditional deletion of beta-catenin signaling components in ECs in vivo leads to loss of BBB-specific gene expression (Liebner et al., 2008; Stenman et al., 2008; Daneman et al., 2009; Wang et al., 2012; Zhou et al., 2014; Cho et al., 2017; Hupe et al., 2017). Conversely, elevating beta-catenin signaling in ECs in vivo leads to a partial conversion of highly permeable ECs in the circumventricular organs (CVOs) and choroid plexus to a BBB state (Benz et al., 2019; Wang et al., 2019).

Cultured ECs have traditionally been characterized by assessing their morphological and functional properties and by quantifying the abundances of a small number of marker proteins or transcripts. With the advent of NextGen sequencing technologies, it is now possible to profile the transcriptome and chromatin state on a genome-wide scale to obtain a comprehensive and quantitative view of cellular identity (e.g., Gosselin et al., 2014; Lavin et al., 2014; Sabbagh et al., 2018). In the present study, we have characterized the effects of short-term in vitro culture on CNS EC identity at the level of the transcriptional and accessible chromatin landscapes. This analysis reveals both a rapid loss of BBB properties and resistance to the effects of beta-catenin stabilization during in vitro culture.

## Results

### Rapid loss of the CNS EC transcriptional signature upon culturing of primary brain ECs

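The effect of culture on transcripts was measured by RNA-seq in 6 libraries of WT brain ECs that had been cultured for 8 days and in 2 libraries of acutely isolated adult brain ECs, which were sorted as GFP-positive cells from Tie2-GFP mice. A further 2 libraries came from GFP-negative cells. The cultures came from 3 experiments with 2 wells each, so that the replicates are wells. Replicates 1 and 2 were isolated by method A and sequenced for 36 cycles per read, replicates 3 and 4 by method B for 150 cycles at another facility, and replicates 5 and 6 by method B for 36 cycles. The acutely isolated libraries combined the data of cerebrum and cerebellum and were sequenced as single reads of 75 cycles, whereas the cultured libraries were sequenced as paired reads. Read type and culture therefore cannot be told apart for any gene in these libraries. In a test of its own, the paper trimmed the reads of a 150-cycle sample to the other read formats and reports high correlations of gene expression between the results. The authors quantified transcripts with Salmon and deposited for each GENCODE transcript an estimated count, a TPM value and an effective length. The total of the estimated counts ranged from 55701811 to 94686456 (median 75194134) in the acutely isolated ECs, from 53421411 to 74422089 (median 63921750) in the GFP-negative cells and from 24284843 to 65623544 (median 33124545) in the WT cultures. Mitochondrial genes took 11.2% and 10.6% of the counts in the acutely isolated ECs and from 0.67% to 1.58% in the WT cultures. Counts were summed over the transcripts of each of 21847 protein-coding genes, scaled by edgeR's TMM method and tested with edgeR's quasi-likelihood test. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05, its change was over 2-fold and its TPM was at least 5 in every replicate of the higher group. The counts were not corrected for transcript length, so that fold changes of counts and ratios of TPM can differ. With an offset for the average transcript length of each library, the log2 fold change of culture moved by more than 1 for 2488 genes, and its sign changed for 63 of the 3276 called genes. Intervals and limits given here and for the other libraries cover counting error only, since the reads carry no molecular identifiers.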

To acquire an unbiased, genome-wide view of the effect of in vitro culture on the transcriptional and chromatin landscapes of CNS ECs, we grew primary cultures of young adult (8–16 week) brain ECs in standard EC culture medium for eight days (see Materials and methods) and then performed RNA-seq and ATAC-seq on the resulting cells. To selectively culture brain ECs, we took advantage of the expression of P-glycoprotein – an efflux pump with broad substrate specificity – by CNS ECs but not by neurons, glia, or pericytes. Following dissociation of brain cells and enrichment for vascular fragments, the mixed culture was treated with puromycin for 2–2.5 days, which kills non-ECs and selectively spares ECs, a widely used method for preparing pure cultures of acutely isolated CNS ECs (Figure 1A; Welser-Alves et al., 2014; Assmann et al., 2017; reviewed in Helms et al., 2016). ECs were cultured on collagen-coated wells for eight days in 5% serum with supplementary growth factors (see Materials and methods). Immunostaining of the resulting EC cultures revealed uniform expression of the pan-EC marker CD31 (PECAM1) across the monolayer (Figure 1—figure supplement 1A).

**Figure 1.**
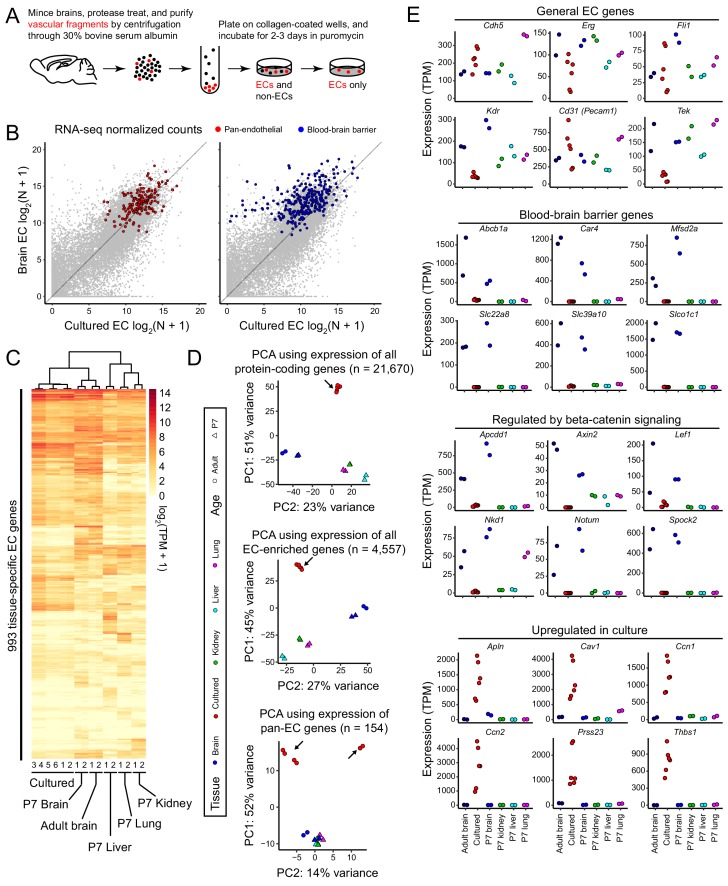
RNA-seq reveals a rapid loss of the brain EC transcriptional signature during in vitro cell culture. (**A**) Schematic outline of the isolation, purification, and culture of brain ECs. (**B**) Scatter plots comparing cross-sample normalized RNA-seq read counts for all protein-coding genes (gray symbols) between acutely isolated adult brain ECs (y-axis; average of two independent samples) and primary brain ECs cultured for 8 days (x-axis; average of six independent samples). The left plot highlights (in red) EC-enriched genes that are expressed at similar levels in adult brain, P7 brain, P7 liver, P7 lung, and P7 kidney ECs. The right plot highlights (in blue) genes associated with the BBB (i.e., that are >2 fold enriched in brain ECs relative to liver, lung, and kidney ECs). The majority of BBB genes show reduced expression in culture. (**C**) Heatmap depicting log_2_ transformed transcript abundances from cultured brain ECs, and from acutely isolated P7 and adult brain ECs, and P7 liver, lung, and kidney ECs for 993 tissue-specific EC genes. (**D**) Principal component analysis (PCA) based on the abundances of all protein-coding transcripts (top), EC-enriched transcripts (center), and pan-EC transcripts (i.e. transcripts common to adult brain, P7 brain, P7 liver, P7 lung, and P7 kidney ECs; bottom). The symbols for each sample represent biological replicates. Arrows indicate cultured EC data points. In the PCA in the bottom panel, the two samples in the upper right were replicates isolated by Method B, and their RNA-seq libraries were generated and sequenced by a different facility compared to the other four samples, which were isolated by method A (see Materials and methods). (**E**) Transcript abundances for six genes from each of the four indicated categories of transcripts. Labels at the bottom of the figure apply to all panels above.

**Figure 1—figure supplement 1.**
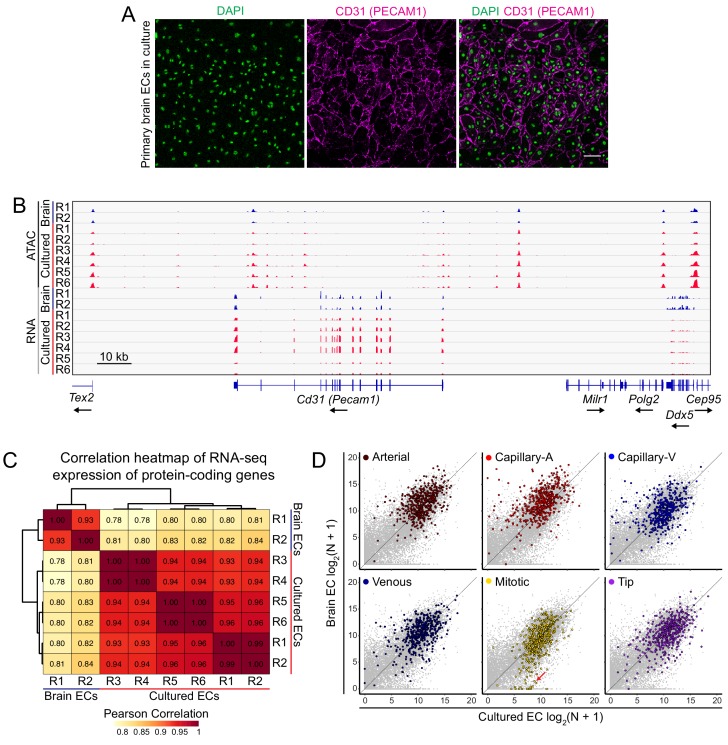
Characterization of primary brain EC cultures. (**A**) Primary brain ECs in culture, immunostained for CD31 (a pan-EC marker) and counterstained with DAPI. Merged image is shown in the right column. Scale bar: 100 um. (**B**) Genome browser images showing accessible chromatin (ATAC-seq; top) and transcript abundances (RNA-seq; bottom) for the *Cd31* (*Pecam1*) locus. Histograms show aligned read counts. Tracks in blue represent acutely isolated adult brain ECs and tracks in red represent cultured adult brain ECs. Each track represents an independent replicate (two replicates for acutely isolated adult brain ECs and six replicates for cultured adult brain ECs). All eight of the ATAC-seq histograms are at the same vertical scale and all eight of the RNA-seq histograms are at the same vertical scale. Bottom, intron-exon structure, with the arrow indicating the direction of transcription. (**C**) Heatmap showing pairwise Pearson correlations for RNA-seq TPM among acutely isolated adult brain ECs and cultured adult brain ECs for all protein-coding genes. Data are shown for the individual replicates, which were from four experiments, each with paired replicates: R1+R2 from brain ECs, and R1+R2, R3+R4, and R5+R6 from cultured ECs. (**D**) Scatter plots comparing cross-sample normalized RNA-seq read counts of all protein-coding genes between acutely isolated adult brain ECs and adult brain ECs cultured for 8 days. Each plot highlights the top 500 genes enriched in an identified cell type cluster from single-cell RNA-seq analysis of acutely isolated P7 brain ECs (Sabbagh et al., 2018). The red arrow in the lower center plot points to a subset of mitotic genes that show enhanced expression in cultured ECs.

**Figure 1—figure supplement 2.**
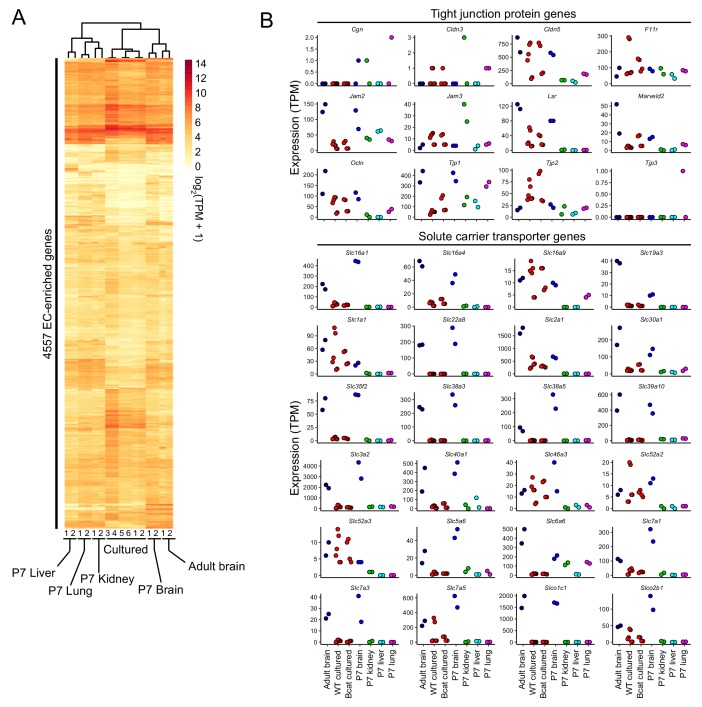
Further analysis of the brain EC transcriptional signature during in vitro cell culture. (**A**) Heatmap depicting log_2_ transformed transcript abundances from cultured brain ECs, and from acutely isolated P7 and adult brain ECs, and P7 liver, lung, and kidney ECs for 4,557 EC-enriched genes. (**B**) Abundances are plotted for each replicate for transcripts coding for tight junction proteins and BBB-enriched members of the solute carrier family of transporters. Labels at the bottom of the figure apply to all panels above.

**Figure 1—figure supplement 3.**
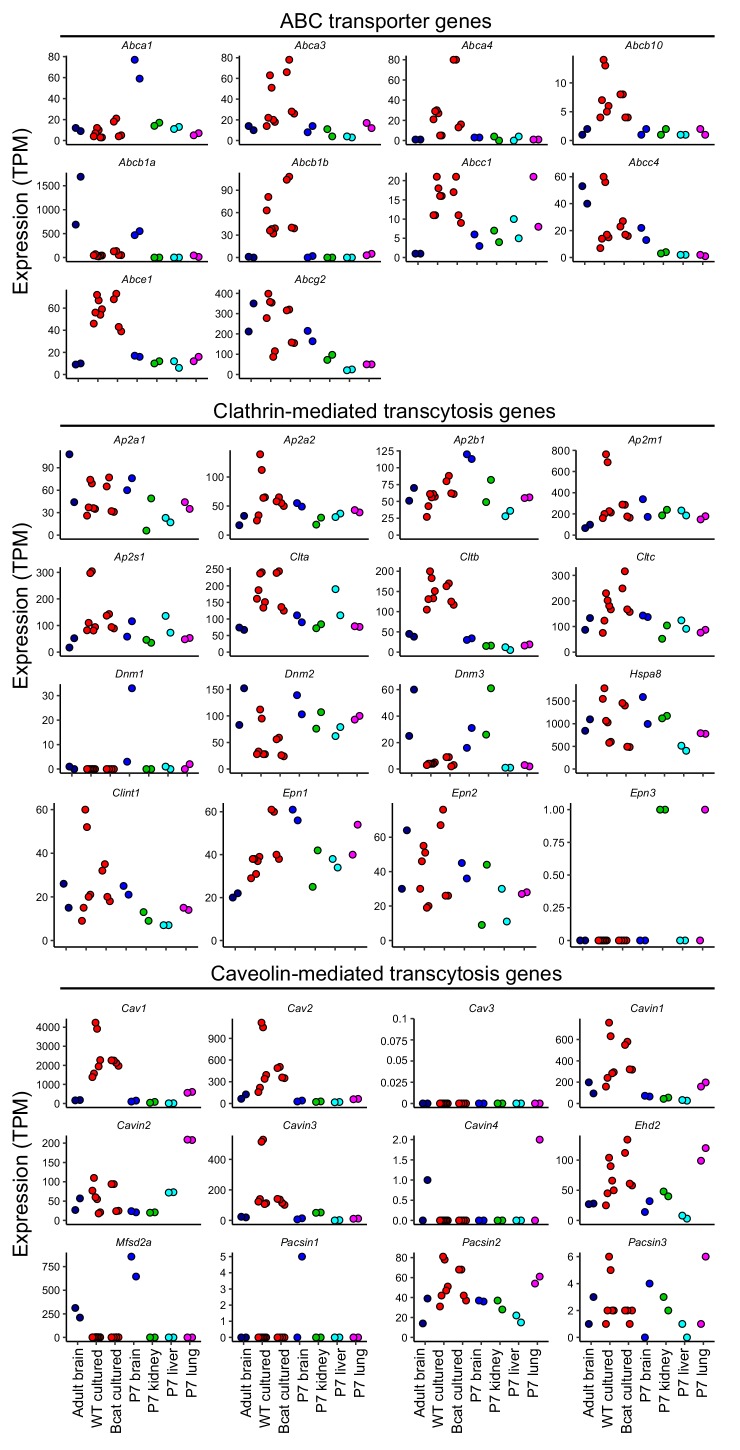
Analysis of transcripts coding for ABC transporters and proteins associated with Clathrin- or Caveolin-mediated transcytosis. Abundances are plotted for each replicate for transcripts coding for the three indicated categories of proteins. Labels at the bottom of the figure apply to all panels above.

We repeated the culture experiment three times, with cells from independent wells in each experiment serving as biological replicates for a total of six replicates for both RNA-seq and ATAC-seq (Figure 1—figure supplement 1B). Comparing the RNA-seq data for all protein-coding genes among the three independent experiments, the Pearson correlation ranged from 0.93 to 0.96 (Figure 1—figure supplement 1C). 

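Pearson's r was computed across 21847 genes on log2(TPM + 1) for each pair of libraries, and genes are not independent replicates. Over the 12 pairs of WT cultures from different experiments, r ranged from 0.933 to 0.963 (SD 0.0101). On TPM without the log, which moved the values most among 3 other scales, the same pairs ranged from 0.676 to 0.823. The 12 pairs of an acutely isolated and a cultured library ranged from 0.778 to 0.840, below each pair of cultures. On TPM without the log, they ranged from 0.0942 to 0.160, again below each pair of cultures.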

An analogous comparison between two replicates of acutely isolated brain ECs (purified by FACS from the cerebrum and cerebellum of *Tie2-GFP* [also known as *Tek-GFP*] mice) gave a Pearson correlation of 0.93. 

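For the pair of acutely isolated libraries r was 0.932, and it was 0.878 across the 12408 genes that had a TPM of at least 1 in any library. Hemoglobin genes took 0.33% of the counts in replicate 1 and 2.13% in replicate 2.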

[The cerebrum EC data is new to this study; the cerebellum EC data were published previously (Wang et al., 2019). For the present study, we combined the two EC data sets (cerebrum and cerebellum) to generate what we call ‘adult brain ECs’.] Comparisons within the paired replicates in the three cultured EC experiments gave a Pearson correlation of 0.99–1.00. 

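The 3 pairs of wells from one experiment had r from 0.9957 to 0.9977 (SD 0.0011), above every pair from different experiments. No pair of libraries was as alike as sampling noise alone would give.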

In comparing acutely isolated versus cultured brain ECs, 3585 protein-coding transcripts met our criteria for differential expression (see Materials and methods): 1542 with a > 2 fold increase in abundance in acutely isolated ECs and 2043 with a > 2 fold increase in abundance in cultured ECs. 

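Between the 6 WT cultures and the 2 acutely isolated libraries, 13798 genes were tested. From edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1866 genes were called higher and 1410 lower in culture, and 3291 and 2941 had an adjusted p under 0.05 before the minimum for fold change and TPM. Of the 1542 genes that the paper's supplementary list gives as higher in acutely isolated ECs, 1027 (66.6%) were among the genes called lower in culture. Among the alternatives, leaving out the TPM minimum moved the counts most, to 3160 higher and 2829 lower. The median log2 fold change of all tested genes was 0.10. Scaling by library size alone raised this median to 0.30 and gave 2149 genes higher and 1194 lower, whereas the offset for transcript length lowered it to 0.03 and gave 1781 higher and 1816 lower. Across the 6 fits that each left out 1 WT library, from 1757 to 1900 genes were called higher and from 1328 to 1437 lower, where the other well of the experiment stayed in the fit. With the wells of each experiment summed, 1253 were called higher and 834 lower. Ankrd1 (ENSMUSG00000024803.9, chromosome 19 of GRCm38, 36111961 to 36120099) had no counts in either acutely isolated library and a TPM of 153 ± 86.9 (SD, n = 6) in culture, at least 14760-fold higher. Ccl2, AA467197, Dynlt1b and Tmem171 had no counts in acutely isolated ECs either and were at least 7774-, 3920-, 4294- and 4291-fold higher in culture. Hbb-bt, Alas2 and Gm10719 had no counts in the WT cultures and were at least 206700-, 12770- and 8281-fold lower there. Gm10718 had 1 count over the 6 cultures, and its log2 ratio lay between −22.19 and −14.41 by the counting interval. Hbb-bs fell by 16.73 on the log2 scale (SE 1.18, adjusted p 4.75e-05 from edgeR's quasi-likelihood test).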

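The 2 libraries of GFP-positive ECs were compared with the 2 libraries of GFP-negative cells over 15116 genes. From edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1252 genes were called higher and 1142 lower in ECs. At an adjusted p under 0.05 alone, 1497 genes were higher and 2978 lower, and leaving out the TPM minimum called as many of the lower genes. Of the 1352 genes of the paper's list, 944 (69.8%) were among those called higher. The median log2 fold change of all genes was −0.06. It was −0.44 with scaling by library size, which called 929 higher and 1419 lower, −0.16 with the offset for transcript length, which called 653 higher and 897 lower, −0.12 with DESeq2 and −0.26 without the filter on low counts. Leaving out a library was not used as a test, since it leaves 1 library in a group. Gm49391 (ENSMUSG00000114432.1), Tbx1 (ENSMUSG00000009097.10) and Grrp1 (ENSMUSG00000050105.5) had no counts in GFP-negative cells and were at least 1499-, 482- and 399-fold higher in ECs. Ccl21a and Degs2 were higher by 11.55 (SE 1.09) and 11.52 (SE 0.91) on the log2 scale. Btbd17, Gm49450, Slc25a18, Folh1 and Slc13a5 had no counts in ECs and were at least 2144-, 2109-, 1916-, 1340- and 1205-fold lower. Marker transcripts of neurons, astrocytes, oligodendrocytes and microglia, 19 genes in lists written beforehand, had a median TPM in ECs of 0.527% of their level in GFP-negative cells.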

Since some of the transcripts in the acutely isolated brain EC sample could have come from contaminating brain parenchymal cells, we restricted our analysis of transcripts enriched in this sample to a set of 1352 transcripts that were enriched >2 fold in GFP+ cells (ECs) over GFP- cells (non-ECs, that is parenchymal cells) (see Materials and methods). Among these 1352 transcripts, 581 exhibited a > 2 fold increase in abundance in acutely isolated ECs compared to cultured ECs. 

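Of the 1410 genes called lower in culture, 566 (40.1%) were also called higher in ECs than in GFP-negative cells, and 33 (2.34%) were called lower in ECs. Among the 581 genes of the paper's list, 357 (61.4%) were shared with these 566. The number ranged from 549 to 572 across the fits that each left out 1 WT library, and it was 394 with the wells of each experiment summed, 350 with the offset for transcript length, 413 with scaling by library size and 714 with DESeq2.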

For a list of these genes, see Supplementary file 1.

To more precisely define transcriptional changes in acutely isolated versus cultured brain ECs, we separately assessed abundance changes among pan-EC transcripts and among BBB transcripts (Supplementary file 1). We define pan-EC transcripts based on a > 2 fold increase in abundance in ECs relative to parenchymal cells in adult brain and in four different EC subtypes analyzed at postnatal day (P)7 (brain, liver, lung, and kidney; Sabbagh et al., 2018) and on a lack of differential abundance (<2 fold) among these EC subtypes. We define BBB transcripts based on a > 2 fold increase in abundance in adult brain ECs compared to P7 liver, lung, and kidney ECs. 

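The paper's lists hold 154 pan-EC and 279 BBB transcripts. Both lists were chosen by the study with these acutely isolated libraries, so that tests on them are not independent evidence. In WT cultures relative to acutely isolated ECs, the pan-EC transcripts had a median log2 fold change of −0.83. Of these, 48 were above 0, and 68 had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, both over all genes and adjusted over the list alone. The BBB transcripts had a median of −2.09. Of these, 31 were above 0, and 197 had an adjusted p under 0.05 over all genes and 209 adjusted over the list alone. By limma's camera test with Benjamini-Hochberg adjustment over 16 lists, the adjusted p was 0.000187 for the pan-EC and 2.65e-32 for the BBB transcripts. The call for the BBB list held under fry (p 1.06e-07) and with an estimated correlation (p 0.000425). The call for the pan-EC list held under fry (p 0.000759) but not with an estimated correlation (p 0.148). The BBB median moved most with scaling by library size, to −1.84, and the pan-EC median with the offset for transcript length, to −0.61, while scaling by library size gave −0.62.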

Scatter plots comparing between-sample normalized RNA-seq read counts for acutely isolated versus cultured adult brain ECs show that, on average, pan-EC transcripts are present at similar levels, whereas most BBB transcripts show reduced abundance in the cultured brain ECs [Figure 1B]. This analysis indicates that, with eight days in culture, CNS ECs retain the core EC transcriptional program but begin losing the CNS-specific transcriptional program.

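In the libraries taken one by one, relative to the mean of the acutely isolated ECs, the median of the pan-EC transcripts lay between −1.08 and −0.71 in the 6 WT cultures (SD 0.14) and 0.14 to either side of 0 in the 2 acutely isolated libraries. The median of the BBB transcripts lay between −2.40 and −1.995 in the WT cultures (SD 0.14) and 0.09 to either side of 0 in the acutely isolated libraries. In 10000 random lists of genes matched on abundance, the median log2 fold change had 95% of its values between −0.06 and 0.55 for the pan-EC list and between 0.08 and 0.49 for the BBB list, and 0 of the 10000 lists reached the observed median of either. From the levels of pan-EC transcripts and the reduced abundance of BBB transcripts, the paper concludes that cultured CNS ECs keep the core EC program while they begin to lose the CNS-specific program.

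**Figure D1:**
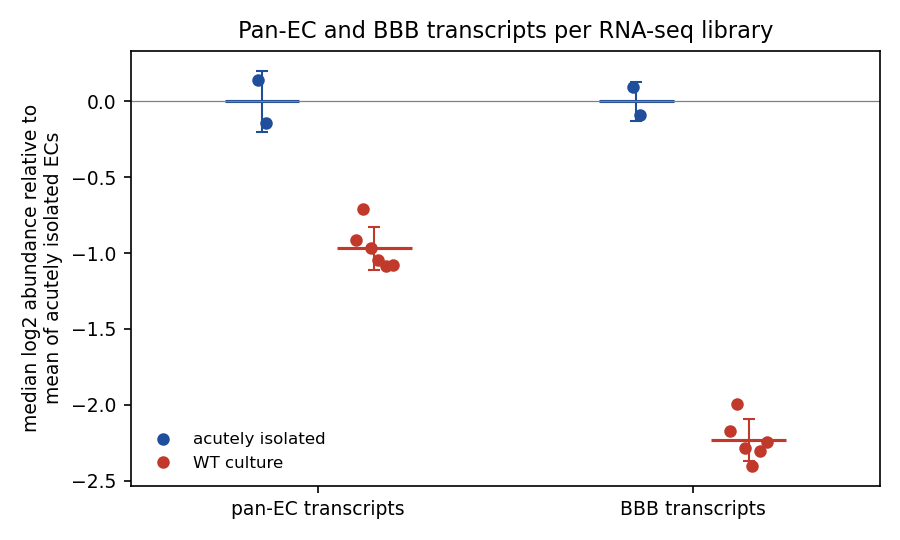
Median log2 abundance of the 154 pan-EC and the 279 BBB transcripts in each RNA-seq library, relative to the mean of the 2 acutely isolated libraries. Points are libraries, and bars are the mean ± SD of the 2 acutely isolated (blue) and the 6 WT cultured (red) libraries. Each cultured library lies below both acutely isolated libraries for both lists.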

We next assessed the effect of in vitro culture on the expression of 993 genes that exhibit enriched expression in one or another of the four EC subtypes profiled at P7 (brain, liver, lung, and kidney) or in adult brain (‘EC tissue-specific genes’; Supplementary file 1). 

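For 992 of the paper's tissue-specific EC genes, the supplementary list gives the mean TPM in P7 brain, liver, lung and kidney ECs, and these means are the paper's values. Pearson's r across these genes between log2(TPM + 1) of each WT cultured library and the paper's P7 means was from 0.622 to 0.636 for brain, from 0.413 to 0.422 for liver, from 0.570 to 0.606 for lung and from 0.597 to 0.627 for kidney, and genes are not independent replicates. In each of the 6 cultured libraries the highest r was with brain, although the ranges of brain and kidney overlap between libraries. Both acutely isolated adult libraries had r of 0.854 with P7 brain.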

A dendrogram of the relatedness of the different EC samples shows that cultured adult brain ECs are more closely related to P7 and adult brain ECs than to P7 liver, lung, or kidney ECs (Figure 1C). The same pattern is observed if the analysis is expanded to all 4,557 EC-enriched genes (Figure 1—figure supplement 2A). Principal component analysis (PCA) of transcript abundances for all protein-coding genes shows substantial divergence of the cultured brain EC transcriptome compared to the in vivo brain, liver, lung, and kidney EC transcriptomes (upper panel of Figure 1D). This PCA also shows the close similarity of the P7 and adult in vivo brain EC transcriptomes. 

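PCA was run on the counts of 18036 genes, transformed by DESeq2's variance-stabilizing method, in the 6 WT cultured and 2 acutely isolated libraries, and libraries from P7 tissues were not analysed here. The first component held 63.8% of the variance and set the acutely isolated libraries, at 157.5 and 149, apart from the cultured libraries, between −79.9 and −33.4. On the 500 most variable genes, the first component held 75.5%.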

PCA of transcript abundances for all EC-enriched genes (middle panel of Figure 1D) and for pan-EC genes (bottom panel of Figure 1D) shows a similar divergence of the cultured brain EC transcriptome compared to the transcriptional profiles of the in vivo EC subtypes. 

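With the 1252 genes called here as EC-enriched in adult brain alone, which is not the set of EC-enriched genes of the paper, the first component held 72.5% of the variance, and with the pan-EC genes alone it held 58.4%. On both sets of genes, the acutely isolated libraries lay on one side and all 6 WT cultured libraries on the other side of this component.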

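Among all protein-coding genes, the second component held 17.8% of the variance. Replicates 3 and 4 of the WT cultures, from the experiment sequenced for 150 cycles, lay at 69.3 and 72.5. Replicates 1 and 2, isolated by method A, lay at −52.8 and −48.9, and replicates 5 and 6, isolated by method B and sequenced for 36 cycles, at −34.6 and −35.0. The third component, with 11.1% of the variance, set the other two experiments apart, with replicates 1 and 2 at −50.2 and −46.5 and replicates 5 and 6 at 59.9 and 52.8. For the pan-EC genes alone, the second component held 23.1%. Read length, facility, isolation method, the genotype of the mice and sex-specific transcripts change with the experiment. They therefore cannot be told apart from the differences between cultures.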

In the bottom panel of Figure 1D, the upper right pair of cultured EC samples used a cell isolation protocol and RNA-seq pipeline that differed from those used for the four samples in the upper left, as described in the Figure 1 legend and Materials and methods section.

In previous work (Sabbagh et al., 2018), single cell RNA-seq (scRNA-seq) of P7 brain ECs was used to define six major cell clusters: arterial, venous, mitotic, tip cell, and two capillary clusters, capillary-A and capillary-V; the latter two share some features with arterial and venous gene expression patterns, respectively. Using the top 500 transcripts enriched in each of the six scRNA-seq clusters, we compared expression levels between acutely isolated and cultured brain ECs (Figure 1—figure supplement 1D). The cultured brain ECs showed reduced expression for some of the genes associated with the two capillary clusters (Figure 1—figure supplement 1D, ‘Capillary-A’ and ‘Capillary-V’ panels), consistent with the BBB program manifesting primarily at the capillary level. The cultured brain ECs also show an increase in expression of several genes associated with the mitotic cluster, consistent with the proliferation of ECs in culture (red arrow in Figure 1—figure supplement 1D).

To further explore the effect of in vitro culture on brain ECs, we analyzed the expression of different EC gene sets. 

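Of 6 general EC genes, Kdr (ENSMUSG00000062960.10, chromosome 5 of GRCm38, 75932827 to 75978458) and Tek (ENSMUSG00000006386.15, chromosome 4, 94739289 to 94874976) were called lower in culture, with log2 fold changes of −3.50 (SE 0.47, adjusted p 0.000675) and −3.38 (SE 0.52, adjusted p 0.00119) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The TPM of Kdr was 174 ± 2.46 (SD, n = 2) in acutely isolated and 36.4 ± 9.94 (SD, n = 6) in cultured ECs, and that of Tek 168 ± 69.3 and 26.7 ± 14.6. Both were called lower under each of the 16 other settings that gave a test. Cdh5 (ENSMUSG00000031871.9), Erg (ENSMUSG00000040732.20), Fli1 (ENSMUSG00000016087.13) and Pecam1 (ENSMUSG00000020717.19) were not called, with log2 fold changes of −0.65, −1.86, −1.08 and 0.27 and adjusted p from 0.105 to 0.751 in edgeR's test. Erg was called lower under 4 of the 16 other settings, among them the 36-cycle cultures only, method A only, and all 14 RNA-seq libraries in one fit. Pecam1 was called higher under 2 of them, among them method A only. Between cultured libraries, TPM ranged from 214 to 932 for Pecam1 and from 15.3 to 102 for Erg. Of the 279 BBB transcripts, 180 were called lower, from 173 to 184 when 1 WT library was left out, and 146 with the wells of each experiment summed. Of the paper's 181, 158 (87.3%) were among the genes called lower. Mfsd2a, Abcb1a, Car4, Slc22a8, Slc39a10 and Slco1c1 were all called lower under each setting. The TPM of Mfsd2a (ENSMUSG00000028655.11, chromosome 4, 122946850 to 122961188) was 261 ± 72.0 (SD, n = 2) in acutely isolated and 1.94 ± 0.921 (SD, n = 6) in cultured ECs.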

As noted above, cultured brain ECs maintain relatively high-level expression of generic EC transcripts, although with some variability from sample-to-sample, and they exhibit reduced expression of BBB genes (181/279 are reduced >2 fold; Figure 1B and Figure 1E). 

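Of 6 genes regulated by beta-catenin signaling, Axin2 (ENSMUSG00000000142.15, chromosome 11 of GRCm38, 108920349 to 108950783) had a TPM of 49.4 ± 3.38 (SD, n = 2) in acutely isolated and 0.171 ± 0.0694 (SD, n = 6) in cultured ECs, a log2 fold change of −8.29 (SE 0.70, adjusted p 9.75e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Notum (ENSMUSG00000042988.10) fell from a TPM of 48.5 ± 30.8 to 0.0949 ± 0.0956, Spock2 (ENSMUSG00000058297.16) from 541 ± 143 to 1.40 ± 0.672, and Nkd1 (ENSMUSG00000031661.12) from 45.7 ± 15.6 to 1.85 ± 0.928. Lef1 (ENSMUSG00000027985.14) fell from 126 ± 112 to 9.10 ± 6.97, with a range of 1.62 to 18.8 over the cultures, and Apcdd1 (ENSMUSG00000071847.13) from 416 ± 5.43 to 24.6 ± 11.4, with a range of 10.6 to 39.9. The log2 fold changes of these 5 genes lay between −9.62 for Spock2 and −4.06 for Apcdd1. All 6 were called lower in culture under each of the 16 other settings that gave a test.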

Genes known to be activated in response to beta-catenin signaling or whose protein products regulate beta-catenin signaling (Behrens et al., 1998; Shimomura et al., 2010; Chang and Sun, 2014; Kakugawa et al., 2015; Mazzoni et al., 2017) showed little or no expression in cultured brain ECs (Figure 1E), implying a lack of beta-catenin signaling under these culture conditions. We note that five of these genes – *Apcdd1, Axin2, Lef1, Notum,* and *Spock2* – also meet the criteria for inclusion as ‘BBB genes’, in accordance with the established role of beta-catenin signaling in CNS ECs. 

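Between GFP-positive and GFP-negative acutely isolated cells (n = 2 libraries each), Apcdd1, Axin2, Lef1, Notum and Spock2 were called higher in ECs, with log2 fold changes of 4.73 (SE 0.38), 2.50 (SE 0.42), 5.63 (SE 0.62), 5.64 (SE 0.84) and 4.40 (SE 0.38) and adjusted p from 0.00173 to 0.00893 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Nkd1 was not called, at 1.25 (SE 0.40, adjusted p 0.0627 from the same edgeR test). In GFP-negative cells the TPM of Axin2 was 15.2 ± 12.2 (SD, n = 2) and that of Spock2 30.5 ± 1.54.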

The abundances of six transcripts that are increased in cultured brain ECs compared to acutely isolated brain ECs are plotted in the last panel of Figure 1E.

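Thbs1 (ENSMUSG00000040152.8, chromosome 2 of GRCm38, 118111876 to 118127133) had a TPM of 0.352 ± 0.0460 (SD, n = 2) in acutely isolated and 787 ± 223 (SD, n = 6) in cultured ECs, a log2 fold change of 9.64 (SE 0.79, adjusted p 8.65e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccn2 (ENSMUSG00000019997.11) rose from 22.4 ± 9.73 to 2706 ± 1444, Apln (ENSMUSG00000037010.7) from 9.32 ± 10.1 to 1332 ± 616, Ccn1 (ENSMUSG00000028195.4) from 46.9 ± 27.4 to 1265 ± 442, Prss23 (ENSMUSG00000039405.7) from 78.6 ± 6.29 to 1494 ± 804 and Cav1 (ENSMUSG00000007655.16) from 170 ± 12.2 to 2555 ± 1224. Their log2 fold changes lay between 3.15 for Cav1 and 6.21 for Ccn2. All 6 genes were called higher under each of the 16 other settings that gave a test, and the lowest cultured library lay above the highest acutely isolated library for each.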

We further examined the effect of in vitro culture on four categories of transcripts coding for BBB-associated proteins: (1) tight junction (TJ) proteins, (2) solute carrier family transporters, (3) ABC transporters, and (4) transcytosis-associated proteins (Tietz and Engelhardt, 2015; Sabbagh et al., 2018; Ayloo and Gu, 2019). These data are shown in Figure 1—figure supplements 2B and 3, which also includes the transcriptome results for brain ECs cultured from mice with stabilized beta-catenin, as described below. Among the more abundant transcripts coding for TJ proteins there is a mixture of responses to in vitro culture: *Cldn5* transcripts show little change, *Lsr* and *Ocln* transcripts are reduced ~2 fold, *Jam2* and *Tjp1* transcripts are reduced ~5 fold, and *F11r* and *Tjp2* are elevated 2–4-fold in a subset of the cultured EC samples. 

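Among the TJ genes, Lsr (ENSMUSG00000001247.16), Ocln (ENSMUSG00000021638.12), Jam2 (ENSMUSG00000053062.16) and Tjp1 (ENSMUSG00000030516.14) were called lower in culture under each of the 16 settings besides the one reported that gave a test. The ratio of the mean TPM in acutely isolated ECs to that in cultured ECs was 3.98 for Lsr (from 1.91 to 10.5 over single cultures), 2.65 for Ocln (from 1.74 to 9.70), 8.79 for Jam2 (from 4.64 to 25.4) and 8.09 for Tjp1 (from 5.77 to 16.0). Their log2 fold changes of counts were −3.17, −2.04, −4.31 and −2.72, with adjusted p from 0.00020 to 0.00883 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cldn5 (ENSMUSG00000041378.2, chromosome 16 of GRCm38, 18776847 to 18778262) had a TPM of 734 ± 199 (SD, n = 2) in acutely isolated and 454 ± 296 (SD, n = 6) in cultured ECs, from 92.1 to 774 between cultures. It was called lower at −1.97 (SE 0.59, adjusted p 0.0240 from edgeR's quasi-likelihood test), but not with scaling by library size, the offset for transcript length, the wells of each experiment summed, the 36-cycle cultures only, method A only or at an adjusted p under 0.01, and its adjusted p lay between 0.00582 and 0.0815 over the alternatives. F11r (ENSMUSG00000038235.4) had a TPM of 72.3 ± 38.1 and, in culture, 139 ± 113, with 290.1 and 280.0 in replicates 3 and 4 and from 59.7 to 71.6 in the other WT cultures. Its log2 fold change of 1.37 was not called (SE 0.53, adjusted p 0.0610 from the same edgeR test), but it was called higher with DESeq2, scaling by library size, all 14 libraries in one fit, method B only and without WT replicate 2, and it ranged from 0.12 to 1.62 over the alternatives.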

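Of the 24 solute carrier genes on the BBB list, 20 were called lower in culture, none had a log2 fold change above 0, and the median was −3.51. Under other scalings, from 18 to 21 were called lower and again none was above 0, although 2 of the 24 had a higher mean TPM in culture. Slc22a8 (ENSMUSG00000063796.9, chromosome 19 of GRCm38, 8591254 to 8611835) had a TPM of 181 ± 2.81 (SD, n = 2) in acutely isolated and 0.129 ± 0.124 (SD, n = 6) in cultured ECs, a log2 fold change of −12.17 (SE 0.58, adjusted p 1.35e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Slc38a3 (ENSMUSG00000010064.15) fell from 237 ± 12.0 to 2.16 ± 2.87, Slc39a10 (ENSMUSG00000025986.6) from 498 ± 147.5 to 9.28 ± 4.25, and Slco1c1 (ENSMUSG00000030235.17) from 1734 ± 366 to 3.26 ± 4.00. Slc1a1 (ENSMUSG00000024935.11) and Slc46a3 (ENSMUSG00000029650.10) were not called, at −1.07 (SE 0.58) and −0.81 (SE 0.60) on the log2 scale. Slc1a1 was called lower under 3 of the 16 other settings, among them the 36-cycle cultures only and method A only, and Slc46a3 with method B only. Slc16a9 (ENSMUSG00000037762.6) had a similar TPM in acutely isolated (11.4 ± 1.32) and cultured ECs (11.9 ± 6.33). By counts it was called lower, at −1.92 (SE 0.52, adjusted p 0.0155 from edgeR's quasi-likelihood test), but not with the offset for transcript length (−0.59), the wells of each experiment summed, the 36-cycle cultures only or at an adjusted p under 0.01.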

Among transcripts coding for solute carrier family transporters, in vitro culture had either no effect (e.g., *Slc16a9*, *Slc1a1*, and *Slc46a3*) or it reduced expression, in several cases to a nearly undetectable levels (e.g., *Slc22a8*, *Slc38a3*, *Slc39a10*, and *Slco1c1*). 

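Among 25 ABC transporter genes with a mean TPM of at least 5 in acutely isolated or cultured ECs, 3 were called higher and 4 lower in culture. The log2 fold change was above 0 for 11, and for 10, 12 and 13 with DESeq2, scaling by library size and the offset for transcript length, while 14 had a higher mean TPM. Abcb1b (ENSMUSG00000028970.9, chromosome 5 of GRCm38, 8798147 to 8866315), Abcc1 (ENSMUSG00000023088.17) and Abce1 (ENSMUSG00000058355.8) were called higher, with TPM of 0.656 ± 0.455, 0.944 ± 0.312 and 9.55 ± 1.25 (SD, n = 2) in acutely isolated and 48.1 ± 19.5, 15.3 ± 4.01 and 58.9 ± 9.33 (SD, n = 6) in cultured ECs. Their log2 fold changes were 5.67 (SE 0.69), 3.65 (SE 0.51) and 1.24 (SE 0.32), with adjusted p from 0.000457 to 0.0122 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Abce1 was not called with the wells of each experiment summed or at an adjusted p under 0.01. Abca3 (ENSMUSG00000024130.16) rose in TPM from 12.0 ± 3.45 to 31.2 ± 20.4, but its log2 fold change of counts of 0.53 (SE 0.29) was called under no setting. Abcg2 (ENSMUSG00000029802.13), at −0.65 (SE 0.48), was called under no setting either. Abcc4 (ENSMUSG00000032849.14) was called lower under each setting, at −2.36 (SE 0.37, adjusted p 0.00134 from the same edgeR test), with a TPM of 46.9 ± 9.03 and 28.0 ± 23.3. Abcb1a (ENSMUSG00000040584.8, chromosome 5, 8660077 to 8748575) fell from 1189 ± 708 to 41.6 ± 15.9 TPM, a log2 fold change of −4.02 (SE 0.60).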

The levels of multiple transcripts coding for ABC transporters are either unaffected (e.g., *Abcc4* and *Abcg2*) or elevated (e.g., *Abca3*, *Abcb1b*, *Abcc1*, and *Abce1*) by in vitro culture; the one exception is the most abundant isoform of P-glycoprotein (*Abcb1a*), which is greatly reduced by in vitro culture. 

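Mfsd2a fell by 7.46 on the log2 scale (SE 0.48, adjusted p 3.32e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 5 genes of the caveolar pathway, Cav1 and Cavin3 (ENSMUSG00000037060.3, chromosome 7 of GRCm38, 105480083 to 105482300) were called higher, and the TPM of Cavin3 was 21.9 ± 2.85 (SD, n = 2) in acutely isolated and 254 ± 207 (SD, n = 6) in cultured ECs, a log2 fold change of 2.38 (SE 0.40). Cav2 (ENSMUSG00000000058.6) rose from 94.6 ± 43.5 to 546 ± 426, with a range of 157 to 1117 between cultures. Its log2 fold change of 2.13 (SE 0.85, adjusted p 0.0688 from the same edgeR test) was called only with DESeq2, the offset for transcript length, all 14 libraries in one fit, method B only and without WT replicate 1. Cavin1 (ENSMUSG00000004044.9) and Ehd2 (ENSMUSG00000074364.6) had a higher mean TPM in culture, at 394 ± 241 against 146 ± 73.2 and at 63.3 ± 29.7 against 27.4 ± 0.784. Their log2 fold changes of counts were 0.39 (SE 0.38) and −0.39 (SE 0.37), were called under no setting, and were 0.51 and 0.48 with the offset for transcript length.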

Among transcytosis-associated transcripts, in vitro culture causes a dramatic reduction in the abundance of transcripts coding for the transcytosis regulator Mfsd2a (Figure 1E; Ben-Zvi et al., 2014) and concomitant increases in the abundances of transcripts coding for Caveolin-1, Caveolin-2, Cavin-1, Cavin-3, and Ehd2 (components of the Caveolin-mediated transcytotic pathway). 

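Of 16 genes of the clathrin pathway, 15 passed the filter on low counts, and Epn3 (ENSMUSG00000010080.15) did not. The log2 fold change was above 0 for 7 of the 15, for 8 with scaling by library size and for 6 with the offset for transcript length, and 9 had a higher mean TPM in culture. Clta (ENSMUSG00000028478.18, chromosome 4 of GRCm38, 44004452 to 44032846) had a TPM of 70.9 ± 4.98 (SD, n = 2) in acutely isolated and 185 ± 44.9 (SD, n = 6) in cultured ECs, and Cltb (ENSMUSG00000047547.14) 41.2 ± 5.06 and 151 ± 35.6, and for both each culture lay above both acutely isolated libraries. Their log2 fold changes of counts, 0.85 (SE 0.40) and 0.75 (SE 0.36), were not called, with adjusted p of 0.111 and 0.116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Clta was called higher under 4 of the 16 other settings, among them scaling by library size, the 36-cycle cultures only and method A only, and Cltb with the offset for transcript length. Ap2s1 (ENSMUSG00000008036.11), Ap2m1 (ENSMUSG00000022841.15) and Hspa8 (ENSMUSG00000015656.17) were called higher, at 2.58 (SE 0.36), 1.55 (SE 0.39) and 1.89 (SE 0.62), but the last 2 not at an adjusted p under 0.01, Ap2m1 not with the wells of each experiment summed, and Hspa8 not with the wells summed, without WT replicate 2 or with the offset for transcript length, where it was −0.32. Dnm3 (ENSMUSG00000040265.16) and Clint1 (ENSMUSG00000006169.19) were called lower, at −3.45 (SE 0.37) and −1.32 (SE 0.41). Clint1 was not called with the wells summed, with method B only, without WT replicate 2, with the offset for transcript length (−0.42) or at an adjusted p under 0.01. Dnm2 and Ap2a1 were called lower with that offset, and Dnm2 also under 2 other settings, among them method A only. Dnm1, at −3.45, lay below a TPM of 5 in both groups.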

Among 16 transcripts coding for proteins associated with Clathrin-mediated transcytosis, only *Clta* and *Cltb* show consistent elevation with in vitro culture.

In summary, the broad reduction in the expression of beta-catenin-responsive and BBB genes implies a reduction in beta-catenin signaling and the BBB gene expression program in brain ECs cultured in vitro.

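A list of 9 targets of beta-catenin signaling holds the genes Apcdd1, Axin2, Lef1, Nkd1, Notum, Spock2, Tcf7, Tnfrsf19 and Sp5. Its median log2 fold change in culture was −5.99, and all but Sp5 were lower. All 9 had an adjusted p under 0.05 from edgeR's quasi-likelihood test, over all genes and adjusted over the list alone, and the list had an adjusted p of 6.13e-10 in limma's camera test (fry, p 4.64e-07, estimated correlation, p 0.00185). Several of these genes are also BBB genes, chosen by the study with these acutely isolated libraries.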

### Changes in accessible chromatin in cultured brain ECs reflect a loss of beta-catenin signaling

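Accessible chromatin was measured by ATAC-seq in 2 libraries of acutely isolated adult brain ECs and 6 libraries of WT cultured brain ECs, from pairs of wells in 3 experiments. All were sequenced for 36 cycles per read. The authors called peaks in each library with MACS2 and deposited lists of peaks with a score, a fold enrichment and the −log10 of p and q. Aligned reads are not in these files, so that their number behind each peak is unknown, and no test of differential accessibility was made. The lists hold 37453 and 31844 peaks in the acutely isolated ECs and 50450, 33152, 92763, 98840, 84560 and 92976 peaks in replicates 1 to 6 of the WT cultures. They cover 19.9 and 17.0 Mb in the acutely isolated ECs and from 13.4 to 47.9 Mb in the WT cultures, where replicates 1 and 2 have the fewest peaks. Peaks of all 8 libraries were merged where they overlap, and merged intervals found in at least 2 libraries were kept as consensus peaks. A consensus peak was counted as lost when it was in both acutely isolated libraries and in none of the 6 cultured libraries, and as gained when it was in no acutely isolated and in all 6 cultured libraries.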

The identification of gene expression changes in cultured brain ECs implies corresponding changes in the chromatin landscape. Comparisons of accessible chromatin in acutely isolated versus cultured brain ECs show (1) loss of ATAC-seq peaks near multiple brain EC-specific genes that lose expression in cultured ECs, such as *Slco1c1* and *Mfsd2a*, and (2) gain of ATAC-seq peaks near multiple genes that are induced in cultured ECs, such as *Thbs1* and *Cyr61* (also known as *Ccn1*) (Figure 2A; the histograms in the genome browser images represent averages of the independent replicates). 

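Within 20 kb of Slco1c1 (chromosome 6 of GRCm38, 141524368 to 141570177), the peak from 141523554 to 141524727, which covers the start of the gene, was in both acutely isolated libraries and in 0 of the 6 WT cultures, and a peak inside the gene from 141543436 to 141543772 was gained. Within 20 kb of Mfsd2a (chromosome 4) no consensus peak was lost, and the peaks from 122955099 to 122956210 and from 122960156 to 122961545 were in all 8 libraries. Near Thbs1 (chromosome 2), the peak from 118110185 to 118110996 was gained, and near Ccn1 (chromosome 3, 145646976 to 145649981) the peak from 145632664 to 145633479. Near Pecam1 (chromosome 11, 106654217 to 106750628), 3 of 25 peaks were lost. Across genes, 28.8% of the 1410 genes lower in culture had a lost peak within 50 kb, against 14.2% of the other tested genes (odds ratio 2.44, p 8.38e-40 by two-sided Fisher's exact test). For BBB genes the share was 49.5%, against 15.0% of the others (odds ratio 5.54, p 1.92e-40 by the same exact test), and for pan-EC genes 42.2% (odds ratio 4.01, p 2.70e-15). Of the 1866 genes higher in culture, 51.2% had a gained peak within 50 kb, against 42.6% of the others (odds ratio 1.41, p 4.09e-12). Pan-EC genes also had a gained peak more often, at 57.1% against 43.65% (odds ratio 1.72, p 0.00102 by the same exact test). For BBB genes the share with a gained peak was 44.4%, against 43.8% (odds ratio 1.03). Neighboring genes share peaks and are not independent.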

PCA of ATAC-seq read density at a consensus set of called ATAC-seq peaks indicates that the accessible chromatin landscapes of acutely isolated adult and P7 brain ECs are as different from cultured brain ECs as the latter is from peripheral ECs (Figure 2B). PCA also indicates that acutely isolated adult and P7 brain ECs have very similar accessible chromatin landscapes. 

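Over the 8 libraries there were 102641 consensus peaks. Of these, 3712 (3.62%) were lost and 10217 (9.95%) were gained in culture, and 30934 were found in at least 1 library of each kind. The numbers of consensus and lost peaks moved most when each library was reduced to its 31844 peaks with the highest −log10 q, the number in the smallest list, which gave 47221 consensus, 7733 lost and 6331 gained peaks. The number gained moved most with loss defined as at most 1 and gain as at least 5 of the 6 cultured libraries, where 4441 were lost and 20799 gained. The number gained rested on replicate 2 of the WT cultures, which has the fewest peaks of the cultured libraries, and without it 20229 peaks were gained and 3731 lost. Without 1 of the other WT replicates, the number gained was from 10257 to 10630 and the number lost from 3762 to 4064. With a −log10 q of at least 5 or a fold enrichment of at least 4, 3449 or 2545 peaks were lost and 9305 or 10706 gained.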

Among 102,016 ATAC-seq peaks identified in the acutely isolated and cultured brain EC datasets, 16,760 were lost and 20,654 were gained as a result of in vitro culture (Figure 2C; Supplementary file 2).

**Figure 2.**
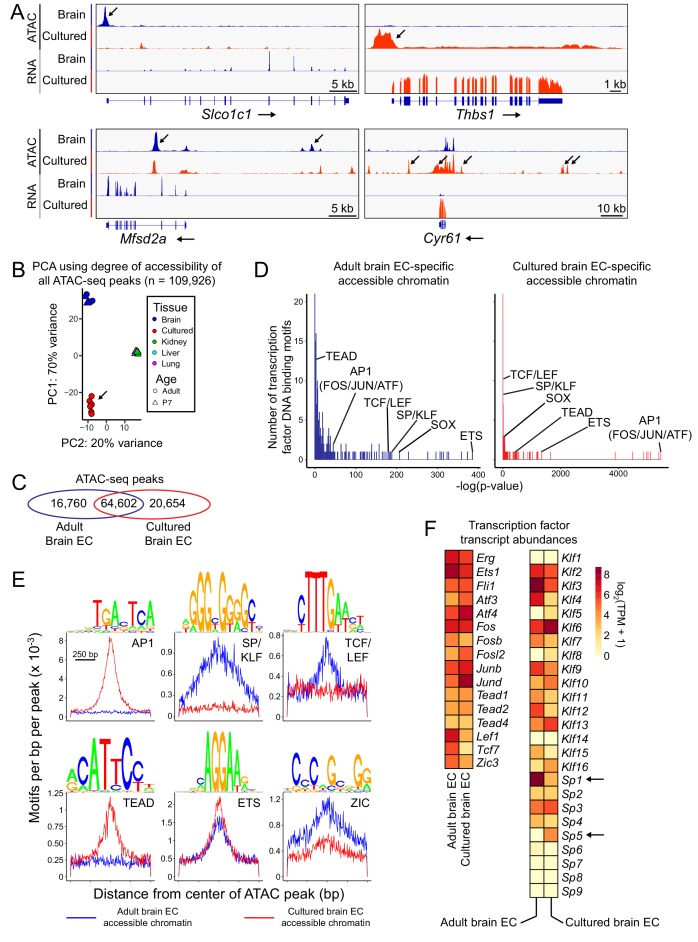
Changes in accessible chromatin, motif enrichment, and TF expression in primary brain ECs in culture. (**A**) Genome browser images showing ATAC-seq reads (top) and RNA-seq reads (bottom) at or near *Slco1c1* and *Mfsd2a*, BBB genes with reduced expression in cultured adult brain ECs (left panels), and *Thbs1* and *Cyr61* (*Ccn1*), genes with enhanced expression in cultured adult brain ECs (right panels). Increases in transcript abundance are accompanied by increases in accessible chromatin near each gene (black arrows). Read counts are averaged over the independent replicates (Figure 1—figure supplement 1). (**B**) PCA of ATAC-seq read density at all called ATAC-seq peaks in independent biological replicates from cultured adult brain ECs, acutely isolated adult and P7 brain ECs, and P7 liver, lung, and kidney ECs. Liver, lung, and kidney samples cluster at center right. The arrow points to cultured ECs. (**C**) Venn diagram summarizing the number of shared and distinct ATAC-seq peaks between acutely isolated and cultured adult brain ECs. (**D**) TF motif enrichment in ATAC-seq peaks that is specific to either acutely isolated adult brain ECs (left) or cultured adult brain ECs (right). Histograms of the -log_10_(p-value) for 414 TF DNA binding motifs that were tested for enrichment. The x-axis bin size is 1. The y-axis has been truncated. The vast majority of tested motifs have high p-values (i.e., low statistical significance) and thus are found in the first few bins. The statistically most significant TF motif families are labeled. Most TF families are represented by multiple closely related motifs, and only the motif with the lowest p-value for each family is labeled. The number of ATAC-seq peaks analyzed in (**D**) and (**E**) corresponds to the values shown in the Venn diagram in (**C**). (**E**) Enriched TF motifs identified by HOMER. The frequency of the indicated motifs is plotted as a function of distance from the center of the ATAC-seq peaks (from either acutely isolated or cultured adult brain ECs). Shown above each individual plot is the position weight matrix (PWM) of the enriched nucleotide sequence. The TF family that most closely matches the motif is indicated below the PWM. (**F**) Heatmap showing log_2_ transformed TPMs for acutely isolated and cultured adult brain ECs for transcripts coding for a subset of TFs with the motifs shown in (**E**).

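Motifs were counted as matches to a fixed consensus sequence on either strand within 100 bp of the summit, in the 10212 gained and 3679 lost peaks on the main chromosomes, and 7 families were tested by two-sided Fisher's exact test. Neither the peak sets nor the motif models are those that the paper used with HOMER. The AP-1 consensus TGASTCA was in 41.3% of gained and 2.07% of lost peaks (odds ratio 33.3), and in 19.2% of the 88529 other consensus peaks. The TEAD consensus RCATTCC was in 15.3% of gained and 4.87% of lost peaks (odds ratio 3.52, p 4.48e-70 by the exact test). The TCF/LEF consensus CTTTGAWS was in 2.58% of gained and 17.4% of lost peaks (odds ratio 0.126, p 1.07e-183). The SP/KLF consensus GGGCGGGG was in 1.39% of gained and 2.31% of lost peaks (odds ratio 0.596, p 0.000258), fewer than in the other consensus peaks (6.22%), and with gained and lost peaks matched on GC content the odds ratio was 0.737 (p 0.0808). It was 0.489 (p 2.88e-05) with peaks more than 1 kb from a transcription start and 0.737 (p 0.0027) within 250 bp of the summit. The SOX consensus CATTGTT was in 6.50% and 7.20% (odds ratio 0.896, p 0.144) and the ZIC consensus CCTGCTG in 10.9% and 11.9% (odds ratio 0.911, p 0.127). Of the other consensus peaks, 5.58% had the SOX and 10.8% the ZIC consensus. Within 250 bp of the summit, the odds ratios of SOX and ZIC were 0.886 (p 0.0381) and 0.906 (p 0.0401), and that of AP-1 moved most, to 14.5. Within 1 kb of a transcription start lay 9.79% of lost, 11.0% of gained and 23.6% of the other peaks.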

Transcription factor (TF) motif enrichment analysis of ATAC-seq peaks revealed two distinctive trends: (1) accessible regions gained during in vitro culture were strongly enriched for motifs of the activator protein-1 (AP-1) complex (FOS, JUN, and ATF) and TEAD families, and (2) accessible regions lost during in vitro culture were strongly enriched for TCF/LEF, SOX, and SP/KLF motifs (Figure 2D and E). 

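In the RNA-seq libraries, 8 genes of proliferating cells (Aurkb, Birc5, Bub1, Ccna2, Ccnb1, Cdk1, Mki67 and Top2a) had a median log2 fold change of 5.90 in culture, and all 8 were above 0. Of these, 7 had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all genes and adjusted over the list alone. In limma's camera test the adjusted p of the list was 0.000469, and the call held under fry (p 0.00267) but not with an estimated correlation (p 0.140). Aurkb (ENSMUSG00000020897.12) had no counts in acutely isolated ECs and was at least 262-fold higher, and Cdk1 (ENSMUSG00000019942.13) had a TPM of 0.554 ± 0.543 (SD, n = 2) in acutely isolated and 25.7 ± 19.6 (SD, n = 6) in cultured ECs. For 8 immediate early genes, which respond to stress, the median was −0.52, 4 were above 0 and 3 had an adjusted p under 0.05 from edgeR's test (camera, adjusted p 0.244). Of these, Jun (ENSMUSG00000052684.4), Egr1 and Ier2 were called lower, and the direction of Fos depended on the cultures used. The acutely isolated cells were dissociated and sorted before lysis, whereas the cultures were lysed in the well. Lower levels in culture therefore do not argue against a stress response there. For 5 targets of YAP and TEAD (Ajuba, Amotl2, Ankrd1, Ccn1 and Ccn2), the median was 3.99, and 4 had an adjusted p under 0.05 in edgeR's test (limma's camera, adjusted p 0.000302, fry, p 0.000193, estimated correlation, p 0.0556).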

The AP1 and TEAD signatures in regions of gained open chromatin likely reflect cell proliferation and/or a stress response to the in vitro environment. The TCF/LEF signature in regions of open chromatin lost during in vitro culture likely reflects the loss of beta-catenin signaling under standard EC culture conditions. 

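Klf2 (ENSMUSG00000055148.7, chromosome 8 of GRCm38, 72319033 to 72321656) had a TPM of 84.6 ± 0.892 (SD, n = 2) in acutely isolated and 43.1 ± 18.5 (SD, n = 6) in cultured ECs, a log2 fold change of −2.35 (SE 0.25, adjusted p 0.000248 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Klf4 (ENSMUSG00000003032.8, chromosome 4, 55527143 to 55532466) fell from 116 ± 36.9 to 4.08 ± 2.25, a log2 fold change of −6.09 (SE 0.68). Both were called lower under each setting. A list of 4 genes induced by laminar flow, Klf2, Klf4, Nos3 and Thbd, had a median of −1.85, with none above 0. Nos3 (−1.35, SE 0.57) was not called, and Thbd (−1.06, SE 0.26) was called lower but moved to −0.09 with the offset for transcript length. In limma's camera test the list had an adjusted p of 0.00466, and the call held under fry (p 4.57e-05) but not with an estimated correlation (p 0.0954).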

The SP/KLF signature in regions of open chromatin that are lost during in vitro culture could reflect the lack of laminar flow in our culture conditions, as both *Klf2* and *Klf4* expression in ECs is induced by laminar flow (Atkins and Jain, 2007). Both sets of accessible regions show similar enrichment for motifs of the ETS family of TFs, master regulators of EC development and function (Figure 2D and E; Shah et al., 2016), consistent with the maintenance of general EC markers in culture.

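The ETS consensus CMGGAAGT was in 873 of the 10212 gained peaks (8.55%), in 159 of the 3679 lost peaks (4.32%) and in 7.45% of the other consensus peaks. Between gained and lost peaks the odds ratio was 2.07 (p 1.56e-18 by two-sided Fisher's exact test), and it was 1.99 with peaks matched on GC content. From the motifs, the paper proposes that the TCF/LEF signature of lost regions reflects the loss of beta-catenin signaling and that the AP-1 and TEAD signatures of gained regions reflect proliferation or a stress response.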

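Tcf7 (ENSMUSG00000000782.15, chromosome 11 of GRCm38, 52252371 to 52283014) had a TPM of 48.8 ± 11.4 (SD, n = 2) in acutely isolated and 1.54 ± 1.56 (SD, n = 6) in cultured ECs. Tcf7 and Lef1 had log2 fold changes of −5.99 (SE 0.62) and −4.63 (SE 0.61), with adjusted p of 0.000221 and 0.000649 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and were called lower under each of the 16 other settings that gave a test. Fosl2 (ENSMUSG00000029135.10) rose from a TPM of 10.2 ± 5.29 to 39.5 ± 17.2, and its log2 fold change of 1.02 (SE 0.75, adjusted p 0.291 from the same edgeR test) was called only with the 36-cycle cultures. Jund (ENSMUSG00000071076.6, chromosome 8, 70698949 to 70700616) rose from a TPM of 31.5 ± 10.2 to 294 ± 241. Its log2 fold change of counts was 0.21 (SE 0.35, adjusted p 0.634 from edgeR's test), and it was called higher only with the offset for transcript length, at 2.35.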

Comparing the abundances of TF transcripts, Figure 2F shows that, relative to acutely isolated brain ECs, cultured brain ECs showed reductions in the abundances of transcripts for brain EC-enriched TFs *Lef1*, *Tcf7*, and *Zic3*, and increases in the abundances of transcripts for AP-1 family members *Fosl2* and *Jund* (Figure 2F). The down-regulation of transcripts coding for TFs such as *Lef1*, *Tcf7*, and *Zic3* that mediate beta-catenin signaling could be both a consequence and a cause of reduced signaling by this pathway.

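Sp5 (ENSMUSG00000075304.2, chromosome 2 of GRCm38, 70474923 to 70477729) had a TPM of 0.0785 ± 0.00131 (SD, n = 2) in acutely isolated and 19.2 ± 11.0 (SD, n = 6) in cultured ECs, a log2 fold change of 5.91 (SE 0.72, adjusted p 0.000464 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called higher under each of the 16 other settings that gave a test. Sp1 (ENSMUSG00000001280.13, chromosome 15, 102406143 to 102436404) had a TPM of 457 ± 282 in acutely isolated and 7.59 ± 3.46 in cultured ECs. Its log2 fold change of counts was −2.20 (SE 0.62, adjusted p 0.0186 from the same edgeR test), it was −6.16 with the offset for transcript length, and it was called lower under 15 of the 16 other settings that gave a test, all but method B only, and not at an adjusted p under 0.01. Sp8 (ENSMUSG00000048562.7) did not pass the filter on low counts.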

Interestingly, transcripts coding for SP5, a direct target and downstream effector of beta-catenin signaling (Weidinger et al., 2005; Fujimura et al., 2007), are up-regulated in cultured ECs, whereas transcripts coding for SP1, a widely expressed TF that recognizes the same SP/KLF motif, are down-regulated (arrows in Figure 2F). Current evidence indicates that SP5 and its close homologue SP8 mediate many of the effects of Wnt3a signaling on neural and mesodermal development during mammalian gastrulation (Dunty et al., 2014; Kennedy et al., 2016). In HEK293T cells and human pluripotent stem cells, SP5 acts as a beta-catenin-inducible transcriptional repressor to inhibit the expression of genes that are activated by SP1 (Fujimura et al., 2007; Huggins et al., 2017), and Huggins and colleagues have proposed that SP5 acts in the termination phase of beta-catenin signaling to repress beta-catenin target genes. Pan-EC TF genes *Erg*, *Fli1*, and *Ets1* show minimal changes in expression in cultured brain ECs, consistent with the maintenance of general EC markers in culture.

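Ets1 (ENSMUSG00000032035.15, chromosome 9 of GRCm38, 32636221 to 32757820) had a TPM of 273 ± 51.4 (SD, n = 2) in acutely isolated and 84.7 ± 30.7 (SD, n = 6) in cultured ECs. Its log2 fold change of −1.25 (SE 0.31, adjusted p 0.0114 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was called lower, and it was not called under 4 of the 16 other settings, among them scaling by library size, the wells of each experiment summed and method A only, nor at an adjusted p under 0.01. The TPM of Erg was 123 ± 33.9 in acutely isolated and 59.4 ± 35.3 in cultured ECs, with an SE of 0.87 for its log2 fold change. The TPM of Fli1 was 36.8 ± 4.42 and 45.1 ± 33.7, from 10.1 to 87.1 between cultures, and it was called under no setting.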

### Stabilization of beta-catenin does not promote a BBB-like state in cultured CNS ECs

The data described thus far support the general inference from co-culture experiments with ECs and astrocytes, pericytes, and/or neurons that signals from the brain parenchyma are required to maintain the BBB state (Helms et al., 2016). More specifically, the data are consistent with mouse genetic experiments showing that a neuronal- and/or glial-derived beta-catenin signal is necessary for BBB development and maintenance in vivo, as summarized in the Introduction. 

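The effect of beta-catenin stabilization was measured in 4 RNA-seq and 2 ATAC-seq libraries of ECs cultured for 8 days from mice that carried the Ctnnb1 allele with loxP sites around exon 3 and Pdgfb-CreER and that had received 100 ug 4HT at P10. They were compared with the 6 RNA-seq and 6 ATAC-seq libraries of WT cultures. RNA-seq replicates 1 and 2 were isolated by method A and replicates 3 and 4 by method B, each pair from wells of one culture and all sequenced for 36 cycles per read, so that 2 stabilized cultures stand against 3 WT cultures. Both ATAC-seq libraries were isolated by method B. The total of the estimated counts ranged from 53213098 to 61342434 (median 58760582), and the peak lists hold 80075 and 79160 peaks. Counts were tested as for the effect of culture, over 12971 genes. Isolation method and read length were also taken up as a batch term, which compares stabilized and WT cultures within method A and within method B at 36 cycles, and each method was tested on its own. The test of method B alone pools its WT cultures of 36 and 150 cycles, so that method B at 36 cycles alone was added after the results were seen. The TPM of the 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty was at most 0.038 in WT replicates 5 and 6 and stabilized replicates 3 and 4, where that of Xist was from 2.94 to 5.89. WT replicates 1 and 2 had both kinds of transcripts, and the other RNA-seq libraries had Y-linked transcripts with a TPM of Xist of at most 0.017, so that sex, experiment and isolation method cannot be told apart. The WT mice of method A were C57BL/6J, and the stabilized mice carried the Ctnnb1 allele, Pdgfb-CreER and Tie2-GFP. Within method A, the strain and these alleles therefore differ together with stabilization. The paper's Results give 4HT for the C57BL/6J controls too, while its Methods can be read as giving it to the other controls alone. Within method B the WT mice carried the Ctnnb1 allele and Tie2-GFP and had received 4HT, so that Pdgfb-CreER is the named difference there.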

To explore this idea in the context of our short-term culture system, we used a genetic strategy to artificially activate beta-catenin signaling in ECs prior to in vitro culture. The strategy relies on Cre-mediated excision of exon 3 of the beta-catenin gene (*Ctnnb1*), which encompasses the sites of phosphorylation that lead to beta-catenin ubiquitination and degradation (Figure 3A; Harada et al., 1999; the allele with *loxP* sites flanking exon 3 is referred to as *Ctnnb1^flex3^*). 

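Ctnnb1 (ENSMUSG00000006932.17) lies on chromosome 9 of GRCm38 from 120929216 to 120960507. In its GENCODE transcript with this exon numbering, exon 3 runs from 120950522 to 120950749 and is 228 bp long, which is 76 codons. Exon 2, from 120950173 to 120950233, has 61 bp, and exon 4, from 120950894 to 120951147, has 254 bp. Since the length of exon 3 is a multiple of 3, the joining of exons 2 and 4 keeps the reading frame.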

In previous work, Cre-mediated recombination of *Ctnnb1^flex3^* in ECs was induced in vivo using a *Pdgfb-CreER* transgene and intraperitoneal injection of 4-hydroxytamoxifen (4HT), a procedure that reliably produces ~80% efficient recombination, as determined by the partial conversion of CVO and choroid plexus ECs from a BBB-deficient to a BBB-proficient state (Wang et al., 2019). In the present work, we have used the same mouse line and the same protocol as used for the CVO and choroid plexus conversion experiments, with CNS ECs harvested from *Ctnnb1^flex3^;Pdgfb-CreER;Tie2-GFP* mice 10 weeks after 4HT treatment.

**Figure 3.**
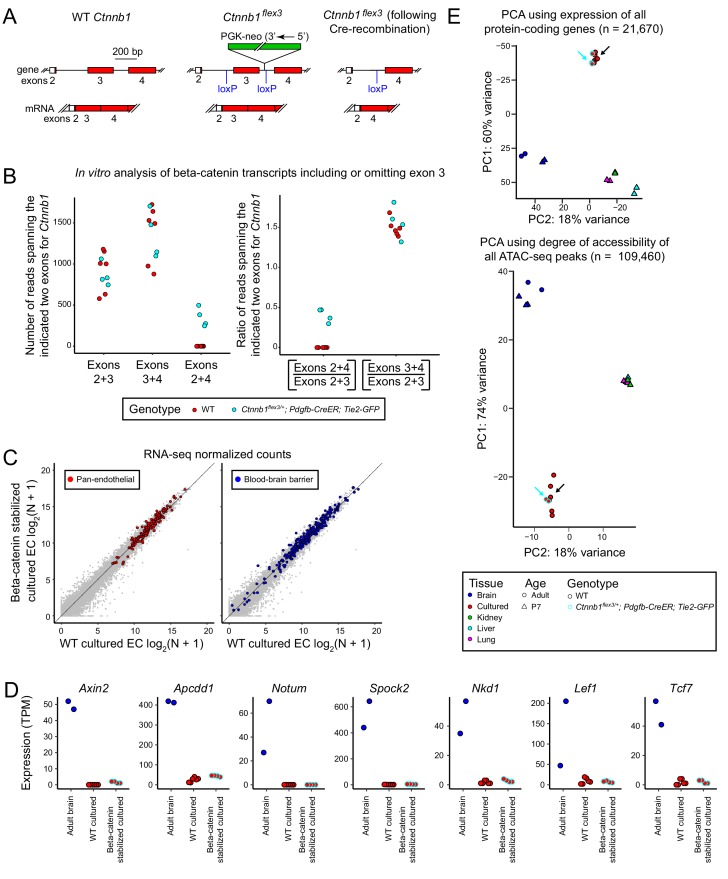
Stabilization of beta-catenin does not promote a BBB-like state in cultured CNS ECs as determined by RNA-seq and ATAC-seq. (**A**) Schematic outline of the genetic strategy for stabilizing beta-catenin (encoded by *Ctnnb1*). The *Ctnnb1^flex3^* allele contains *loxP* sites flanking exon 3. Cre-recombination produces an in-frame deletion of exon 3, and the resulting beta-catenin protein is stabilized and activates transcription in conjunction with LEF/TCF proteins. (**B**) Analysis of *Ctnnb1* transcripts that include or omit exon 3. The six replicates of wild-type (WT) cultured adult brain ECs produced no RNA-seq reads that join exons 2+4 whereas each of the four replicates of *Ctnnb1^flex3/+^;Pdgfb-CreER;Tie2-GFP* cultured adult brain ECs (in which exon 3 is deleted by Cre-mediated recombination) produced several hundred RNA-seq reads that join exons 2+4. (**C**) Scatter plots comparing cross-sample normalized RNA-seq read counts for protein-coding genes between beta-catenin stabilized and WT primary brain ECs cultured for 8 days. The left plot highlights (in red) EC-enriched genes that are expressed at similar levels in brain, liver, lung, and kidney EC subtypes. The right plot highlights (in blue) genes associated with the blood-brain barrier (BBB). Gene sets are as described for Figure 1B. Stabilizing beta-catenin does not increase the expression of BBB genes in cultured ECs. (**D**) Transcript abundances for seven genes from the ‘Regulated by beta-catenin signaling’ category. (**E**) PCA of protein-coding transcript abundances (RNA-seq; top) and PCA of ATAC-seq read density at all called ATAC-seq peaks (bottom) from independent biological replicates of WT and beta-catenin stabilized cultured adult brain ECs, acutely isolated adult and P7 brain ECs, and P7 liver, lung, and kidney ECs. The cyan-outlined red circles correspond to the beta-catenin stabilized cultured adult brain EC samples, and are indicated by cyan arrows. Black arrows point to cultured brain ECs without stabilized beta-catenin.

**Figure 3—figure supplement 1.**
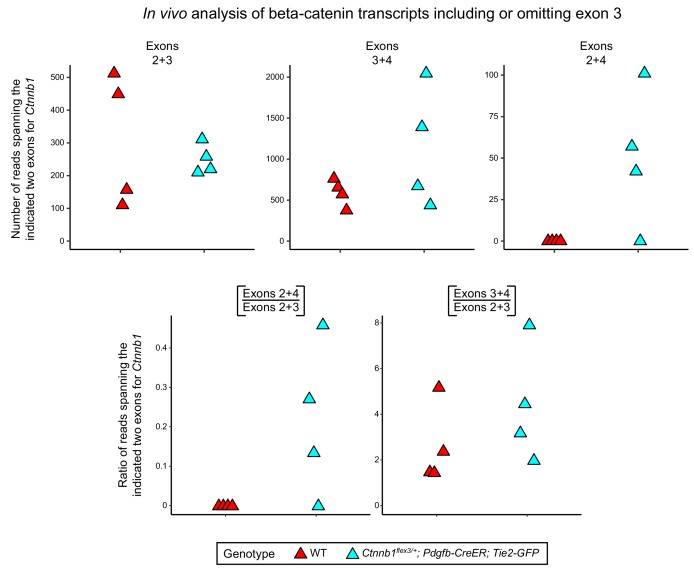
In vivo analysis of transcripts from FACS-purified pituitary ECs that include or omit *Ctnnb1* exon 3. Analysis of *Ctnnb1* transcripts that include or omit exon 3 from FACS-purified anterior and posterior pituitary ECs from WT control mice (red; four RNA-seq data sets) or following *Pdgfb-CreER* mediated excision of *Ctnnb1* exon 3 from the floxed allele (blue; four RNA-seq data sets). The RNA-seq data come from Wang et al. (2019). The four WT data sets (two each from anterior and posterior pituitary ECs) showed no RNA-seq reads that join exons 2+4, whereas the four *Ctnnb1^flex3/+^;Pdgfb-CreER;Tie2-GFP* data sets (two each from anterior and posterior pituitary ECs) produced a mean of ~50 RNA-seq reads that join exons 2+4 (representing exon 3 deletion by Cre-mediated recombination). The ~50 exon 2+4 reads correspond to ~25% as many reads as spanned exons 2+3; the ratios for each sample are shown in the lower left panel. One of the four *Ctnnb1^flex3/+^;Pdgfb-CreER;Tie2-GFP* samples showed no exon 2+4 reads.

**Figure 3—figure supplement 2.**
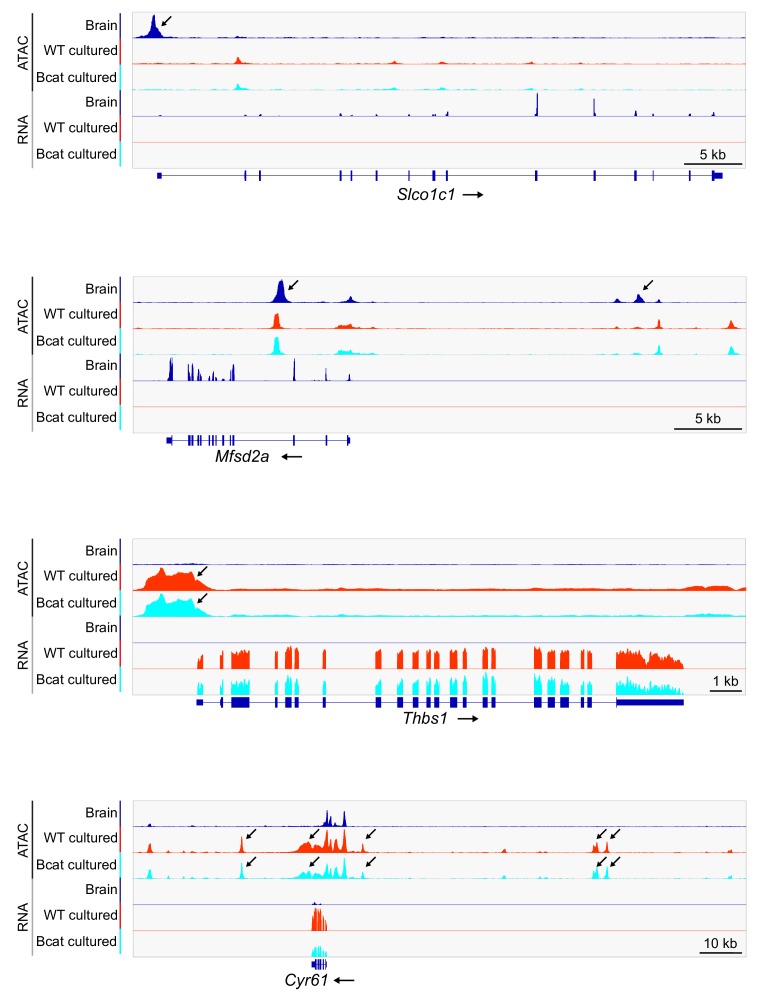
WT and beta-catenin stabilized brain ECs in culture have nearly identical patterns of transcription and accessible chromatin. Genome browser images showing ATAC-seq reads (top) and RNA-seq reads (bottom) for the same set of genes shown in Figure 2A for freshly isolated adult brain ECs, WT cultured adult brain ECs, and beta-catenin stabilized and cultured adult brain ECs. Read counts are averaged over the independent replicates. Arrows indicate ATAC-seq peaks that correlate with differential gene expression.

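The TPM of Ctnnb1 was 544 ± 276 (SD, n = 4) in beta-catenin stabilized and 434 ± 200 (SD, n = 6) in WT cultured ECs, a log2 fold change of 0.04 (SE 0.28, adjusted p 0.962 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The estimates are per annotated transcript and hold no counts of exon junctions, so that the share of transcripts without exon 3 is not analysed here.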

A comparison of RNA-seq read counts from brain ECs cultured from wild-type (WT) control (either C57BL/6J or *Ctnnb1^flex3/+^;Tie2-GFP*) injected with 100 ug 4HT at P10 and *Ctnnb1^flex3/+^;Pdgfb-CreER;Tie2-GFP* mice injected with 100 ug 4HT at P10 reveals reads spanning *Ctnnb1* exons 2+4 only in the genotype carrying the *Pdgfb-CreER* and *Ctnnb1^flex3^* alleles, implying that cultured brain ECs contain the exon 3 deleted transcripts that code for stabilized beta-catenin (Figure 3A and B). Similar ratios of *Ctnnb1* transcripts including or omitting exon 3 were observed in RNA-seq data sets obtained by Wang et al. (2019) from FACS-purified ECs from anterior and posterior pituitaries from control and *Ctnnb1^flex3/+^;Pdgfb-CreER;Tie2-GFP* mice (Figure 3—figure supplement 1).

Surprisingly, scatter plots comparing between-sample normalized RNA-seq read counts for WT versus beta-catenin stabilized cultured brain ECs show that expression of the exon 3 deleted allele of *Ctnnb1* had virtually no effect on the transcriptional profile of cultured brain ECs, and, in particular, had virtually no effect on either pan-EC transcripts or BBB transcripts (Figure 3C). Moreover, the expression of the six genes regulated by beta-catenin signaling that were shown in Figure 1E, and a seventh (*Tcf7*) were extremely low in beta-catenin stabilized cultured brain ECs (Figure 3D), implying a failure to activate beta-catenin signaling despite production of stabilized beta-catenin. 

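Of 12971 genes tested between the 4 stabilized and 6 WT cultured libraries, 0 were called higher and 0 lower from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, while 561 were higher and 861 lower at an unadjusted p under 0.05. The 36-cycle libraries alone also gave 0 calls, with 930 higher and 870 lower at an unadjusted p under 0.05. With isolation method and read length as a batch term, 77 genes were called higher and 9 lower. Within method A, the setting that moved the counts most, 693 were called higher and 120 lower, but there the WT mice were C57BL/6J and differ from the stabilized mice in strain and alleles too. With method B alone, over both read lengths, only Esm1 was called. Within method B at 36 cycles, 139 were called higher and 37 lower. The fits within method A and within method B at 36 cycles each set the wells of 1 stabilized culture against the wells of 1 WT culture. Their p-values therefore rest on the spread between wells and cannot separate stabilization from differences between single cultures. With the batch term, wells are taken as replicates too. The stabilization effects within method A and within method B at 36 cycles had a Pearson's r of 0.0858 across 12507 genes, which are not independent replicates, and 51.9% of the genes had the same sign. The median log2 fold change of all genes was −0.07, and 0.01 with the batch term. That of the BBB transcripts was 0.07, with 153 of 272 above 0, 33 with an unadjusted p under 0.05, 0 with an adjusted p under 0.05 in edgeR's test over all genes and 6 adjusted over the list alone. With the batch term it was 0.22, with 200 above 0, 91 under 0.05 over all genes and 108 adjusted over the list alone. Within method A it was 0.20 (161 of 271 above 0) within method B at 36 cycles 0.23 (207 of 272 above 0) and with method B over both read lengths 0.18 (175 of 274 above 0). The pan-EC transcripts had a median of 0.18, with 107 of 154 above 0, 19 with an unadjusted p under 0.05, 0 adjusted over all genes and 1 adjusted over the list alone, and 0.31 with the batch term, 0.25 within method A, 0.31 within method B at 36 cycles and 0.09 with method B over both read lengths. By limma's camera test over 12 lists, the adjusted p was 6.17e-05 for the BBB and 1.03e-05 for the pan-EC transcripts. The call held under fry and with an estimated correlation for the BBB transcripts (p 0.000943 and 0.00472) and under neither for the pan-EC transcripts (p 0.0517 and 0.112). With the batch term, the camera adjusted p was 5.04e-07 and 1.53e-09, and the call held under both other tests for the BBB (p 2.79e-05 and 0.00827) and the pan-EC transcripts (p 1.89e-05 and 0.00781), of which 58 had an adjusted p under 0.05 over all genes. Within method A, the camera adjusted p was 0.0758 for the BBB (fry, p 0.0136, estimated correlation, p 0.306) and 0.00122 for the pan-EC transcripts (fry, p 0.0174, estimated correlation, p 0.317). Within method B at 36 cycles it was 2.98e-11 for the BBB (fry, p 0.00129, estimated correlation, p 0.0133) and 4.49e-13 for the pan-EC transcripts (fry, p 0.0055, estimated correlation, p 0.0568). In the libraries taken one by one, the BBB median lay between 0.22 and 0.28 in the stabilized and between −0.07 and 0.16 in the WT cultures, relative to the mean of the WT cultures, and the pan-EC median between 0.05 and 0.59 and between −0.25 and 0.36. Relative to acutely isolated ECs, the WT cultures had shown a fall of 2.09 in the BBB median and of 0.83 in the pan-EC median.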

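In the 4 stabilized libraries the TPM of Axin2 was 1.43 ± 0.494 (SD, n = 4), of Notum 0.164 ± 0.102, of Tcf7 2.14 ± 1.22, of Nkd1 2.75 ± 0.885, of Spock2 3.83 ± 1.27, of Lef1 7.24 ± 2.34 and of Apcdd1 43.8 ± 3.39. Relative to WT cultures, Axin2 had a log2 fold change of 3.29 (SE 0.54) and the other genes from 0.01 for Lef1 to 1.26 for Spock2, with adjusted p from 0.210 to 0.995 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 7 were above 0, and 6 of 7 with the offset for transcript length. With isolation method and read length as a batch term, all 7 were again above 0, and 5 had an adjusted p under 0.05 from edgeR's test. Among these, Axin2 was at 2.80 (SE 0.16, adjusted p 0.000156 from the same edgeR test) and Apcdd1 at 1.00 (adjusted p 0.00753). Wells of one culture are taken as replicates in that fit. Over the 20 alternatives, the adjusted p of Axin2 ranged from 7.81e-07 to 0.865 and that of Apcdd1 from 0.00112 to 0.865 in edgeR's test or DESeq2. Within method A, Apcdd1 and Lef1 were called higher, and Lef1, at 0.01, ranged from −0.23 to 1.56 over the alternatives set beforehand. Within method B at the shorter read length alone, a setting added after the results were seen, Lef1 was lower and not called. It was at −0.42 there (SE 0.14, adjusted p 0.057 from edgeR's test), so that its direction differed between the isolation methods. Axin2 was called under no setting, and its TPM lay under the minimum of 5 in each stabilized library. From the low abundance of these transcripts, the paper proposes that beta-catenin signaling was not activated despite the stabilized protein.

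**Figure D2:**
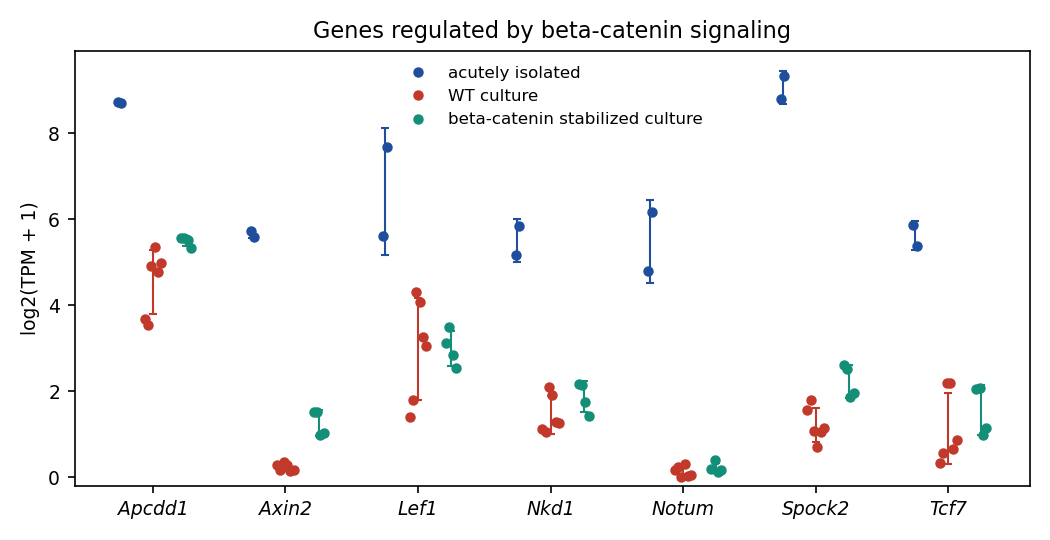
Abundance of 7 genes regulated by beta-catenin signaling, as log2(TPM + 1), in the 2 acutely isolated (blue), 6 WT cultured (red) and 4 beta-catenin stabilized cultured (green) RNA-seq libraries. Points are libraries, and bars are the mean ± SD. All stabilized libraries lie below the acutely isolated libraries for each of the genes.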

PCA of transcript abundances for all protein-coding genes and PCA of all called ATAC-seq peaks also indicates that beta-catenin stabilized cultured brain ECs are virtually identical to their WT counterparts (Figure 3E, cyan and black arrows). 

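With the stabilized libraries included, the first component of the PCA of RNA-seq held 58.1% of the variance. The acutely isolated libraries lay at 169 and 161, the WT cultures between −64.5 and −24.2 and the stabilized cultures between −30.3 and −11.9. On the second component (18.4%), stabilized replicates 1 and 2, from method A, lay at −29.4 and −31.4, near the WT cultures of that method (−35.4 and −34.3), and stabilized replicates 3 and 4, from method B, at −19.8 and −18.1, near the 36-cycle WT cultures of that method (−19.9 and −19.6). On the third component (12.1%), the stabilized libraries of method A lay at −28.1 and −23.6 and those of method B at 32.1 and 28.1, a larger gap than between stabilized and WT cultures of one method. Of the 69124 ATAC-seq peaks found in both stabilized libraries, 99.75% overlapped a peak of at least 1 WT cultured library and 40.0% a peak of the acutely isolated ECs. Pairs of WT cultures (replicates 1 and 2, 3 and 4, and 5 and 6), set against the other 4 WT libraries, gave 99.64%, 88.6% and 92.1%, and 64.2%, 34.7% and 35.0% of their peaks overlapped a peak of the acutely isolated ECs. Of the peaks lost in WT cultures, 96.7% were in neither stabilized library, and of the peaks gained, 99.05% were in both. These peaks were chosen by the agreement of all 6 WT cultured libraries, so that high shares follow in part from that choice. No WT pair was held out to compare them with.

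**Figure D3:**
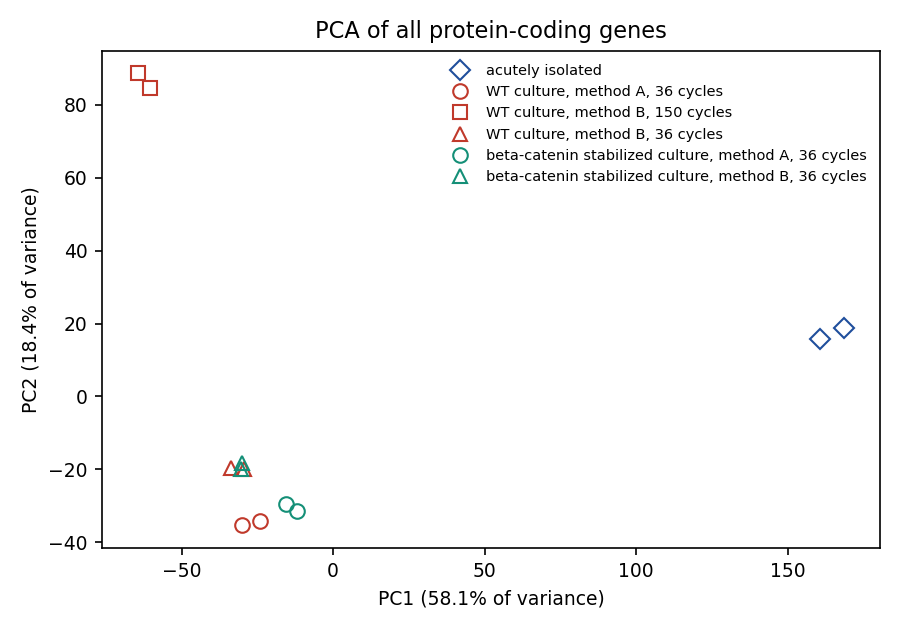
First and second principal components of variance-stabilized counts of protein-coding genes, with the share of the variance on each axis. Symbols are libraries, colored by condition and shaped by isolation method and sequencing cycles. The stabilized cultures lie beside the WT cultures of the same isolation method, and the WT cultures sequenced for 150 cycles lie apart from all others on the second component.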

The PCA analysis is consistent with visual inspection of the genomic alignments of RNA-seq and ATAC-seq reads (Figure 3—figure supplement 2) and with scatterplots of the abundances of transcripts coding for TJ proteins, solute carrier transporters, ABC transporters, and transcytosis proteins (Figure 1—figure supplements 2 and 3). 

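Among the 7 TJ genes, 24 solute carrier genes of the BBB list, 25 ABC transporter genes, 5 caveolar genes and 14 tested clathrin pathway genes, 0 were called between stabilized and WT cultures, and 1, 0, 6, 2 and 0 had an unadjusted p under 0.05. The median log2 fold changes were 0.17, −0.14, 0.32, −0.25 and 0.12. With the batch term they were 0.42, 0.11, 0.26, 0.36 and 0.13, the largest move of each among 4 alternatives but for the clathrin pathway genes, whose median was 0.03 with the offset for transcript length, so that the direction of the solute carrier and caveolar genes depended on it. Under the batch term, 3 TJ, 5 solute carrier, 13 ABC transporter, 2 caveolar and 2 clathrin pathway genes had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against 0 of each without it. Tjp1 was at 1.35 (SE 0.25, adjusted p 0.265 from the same edgeR test), and was called higher under 4 of the 20 alternatives, among them DESeq2, the batch term and method A only, with an adjusted p from 0.000204 to 0.865 over the alternatives. Under the batch term, the called genes of these families were Tjp1 and 2 ABC transporter genes, with wells taken as replicates. At the loci examined by ATAC-seq, the promoter peak of Slco1c1 was in 0 of the 2 stabilized libraries, and the gained peaks near Thbs1 and Ccn1 were in both. The gained peak inside Slco1c1 was in 1 of the 2.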

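The 9 targets of beta-catenin signaling had a median log2 fold change of 0.90 between stabilized and WT cultures, and all 9 were above 0. Of these, 5 had an unadjusted p under 0.05, 0 an adjusted p under 0.05 over all genes and 4 one adjusted over the list alone, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In limma's camera test the list had an adjusted p of 7.05e-08, and the call held under fry (p 3.56e-05) and with an estimated correlation (p 0.000305). Its median was 0.90 with the batch term, 1.25 within method A and 0.72 within method B at 36 cycles, where 9 and 7 of the 9 were above 0. With an estimated correlation in limma's camera test, its p was 0.0590 within method A and 0.0454 within method B at 36 cycles. Both values rest on the wells of single cultures. Sp5, at 0.13 in stabilized cultures, had a TPM of 13.6 ± 1.95 (SD, n = 4) there, and Tnfrsf19 was at 0.67 (TPM 6.93). The median of the list in WT cultures fell by 5.99 on the log2 scale relative to acutely isolated ECs, so that the rise with stabilization made up a small part of it.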

The simplest interpretation of these findings is that under the conventional in vitro culture conditions employed here, CNS ECs become refractory to the effects of beta-catenin stabilization.

## Discussion

Organ-specific EC heterogeneity has been well-characterized at the morphological and functional levels, but the processes by which ECs are programmed to adopt organ-specific gene expression patterns remain largely unknown (Aird, 2007; Potente and Mäkinen, 2017). In the case of CNS vascular development, neural tissue induces a BBB/BRB gene expression program in ECs that invade from the surrounding perineural vascular plexus (Feeney and Watterson, 1946; Stewart and Wiley, 1981). As noted in the Introduction, gene knockout studies in mice have demonstrated that an essential component of this BBB/BRB instructive signal is beta-catenin signaling, induced by neuron- and/or glia-derived ligands (Liebner et al., 2008; Stenman et al., 2008; Daneman et al., 2009; Wang et al., 2012; Zhou et al., 2014; Cho et al., 2017; Benz et al., 2019; Wang et al., 2019). Two additional pieces of evidence that underscore the central role of beta-catenin signaling in CNS EC-specific gene regulation are: (1) the presence in CNS ECs, but not in non-CNS ECs, of LEF1 and TCF7, members of the TCF/LEF family of transcription factors (TFs) that both mediate and are induced by the beta-catenin signal, and (2) enrichment of TCF/LEF binding motifs in brain EC-specific genomic regions with increased chromatin accessibility and reduced cytosine methylation, features associated with *cis*-regulatory elements (Sabbagh et al., 2018).

In short-term cultures of brain ECs, the present work reveals that the rapid reduction in the abundance of many BBB transcripts is correlated with reduced beta-catenin signaling. In contrast, the expression of generic EC genes, such as *Cd31/Pecam1*, is minimally affected. The reduction in beta-catenin signaling in culture is seen at both the transcriptional and chromatin accessibility levels. For example, multiple genes that are known beta-catenin targets and that are expressed in acutely isolated brain ECs are not detectably expressed or are expressed at extremely low levels in cultured brain ECs. Furthermore, while cultured brain ECs retain the expression of generic EC TF genes such as *Erg, Ets1,* and *Fli1*, the drastic reduction in expression of *Lef1* and *Tcf7*, which are both mediators and targets of beta-catenin signaling, likely contributes to the reduced response of cultured ECs to beta-catenin stabilization. One simple model for the difference between in vivo and in vitro patterns of gene expression is that under low beta-catenin signaling and no blood flow culture conditions, brain ECs utilize ETS family TFs in conjunction with AP1 and TEAD TFs to promote proliferation, whereas under the high beta-catenin signaling and normal blood flow conditions of the in vivo CNS, ETS TFs collaborate with SP/KLF, TCF/LEF, and ZIC factors to promote BBB gene expression. The lability of the BBB program in vitro is reminiscent of earlier experiments in which acute loss of EC beta-catenin signaling in vivo led to a loss of BBB markers and a loss of barrier integrity (Liebner et al., 2008; Wang et al., 2012).

We note that the comparison between in vivo and cultured CNS ECs could conceivably be affected by the presence of GFP expression in the in vivo ECs and/or by the inclusion of a 2–2.5 day regimen of puromycin as part of the in vitro isolation procedure. We think the former is unlikely because, in the *Tie2-GFP* line, the GFP is unfused to other proteins and the level of GFP accumulation in ECs is low. We think that the latter is unlikely because following puromycin treatment ECs were cultured for an additional 5–6 days before they were harvested. We also note that the experiments reported here were carried under only a single culture condition: 5% bovine serum with a standard mixture of EC growth factors (see Materials and methods). The conditions used here are typical for CNS EC cultures (Helms et al., 2016), and it would be interesting to determine the extent to which variations in percent serum and culture media can affect BBB-specific gene expression.

Based on the ability of stabilized beta-catenin to partially convert CVO and choroid plexus ECs to a BBB-like state (Benz et al., 2019; Wang et al., 2019), one might have expected that CNS ECs cultured from 4HT treated *Ctnnb1^flex3/+^;Pdgfb-CreER* mice would show a similar BBB-like transcriptional and chromatin accessibility state. However, as the experiments in Figure 3 illustrate, the presence of a constitutively active form of beta-catenin has virtually no effect on the gene expression program of short-term cultured CNS ECs, and, in particular, it is unable to maintain the expression of BBB genes. Previous work with cultured brain ECs and with immortalized CNS EC lines has shown that activating beta-catenin signaling with Wnt ligands, small molecule agonists, or by genetic means can enhance the expression of genes specific to the BBB (Paolinelli et al., 2013). While our data appear to be at odds with the data of Paolinelli et al. (2013), we note that Paollinelli and colleagues observed relatively modest effects of beta-catenin stabilization, and they did not include acutely isolated CNS ECs in their comparisons, leaving open the possibility that the transcriptional effects they observed were minor compared to the differences between in vivo and in vitro transcriptional programs.

Based on our genome-wide transcriptional and chromatin accessibility analyses, we suggest that one or more additional signaling pathways gate the beta-catenin signal in CNS ECs and that the relevant signals for these other pathways are missing from the in vitro culture system. If correct, this model implies that during normal development ECs encounter additional signals in the CNS that render them receptive to the beta-catenin signal. Whether these hypothesized signals include laminar blood flow and/or neural-specific molecules remain to be determined.

Finally, the present study serves as a demonstration of the utility of applying genome-wide transcriptional and chromatin accessibility profiling to the characterization of ECs in culture. This combination of approaches has been used previously to distinguish tumor and immune cell subtypes (Corces et al., 2018; Satpathy et al., 2019), and it should be useful in defining the differentiation state of CNS ECs grown under different culture or co-culture conditions or in the presence of candidate signaling molecules.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Mus musculus*)	*Ctnnb1^flex3^*	DOI: 10.1093/emboj/18.21.5931		
Genetic reagent (*M. musculus*)	*Tie2-Cre (Tek-Cre)*	The Jackson Laboratory	Stock No: 008863; RRID:IMSR_JAX:008863	
Genetic reagent (*M. musculus*)	*Tie2-GFP (Tek-GFP)*	The Jackson Laboratory	Stock No: 003658; RRID:IMSR_JAX:003658	
Genetic reagent (*M. musculus*)	*Pdgfb-CreER*	DOI: 10.1002/dvg.20367		
Peptide, recombinant protein	Tn5 transposase	Illumina	Cat no: FC-121–1030	
Commercial assay or kit	Worthington Papain Dissociation Kit	Worthington Biochemical Corporation	Cat no: LK003160	
Chemical compound, drug	4-hydroxytamoxifen	Sigma-Aldrich	Cat no: H7904	
Software, algorithm	Salmon	DOI: 10.1038/nmeth.4197		
Software, algorithm	deepTools	DOI: 10.1093/nar/gkw257	RRID:SCR_016366	
Software, algorithm	tximport	DOI: 10.12688/f1000research.7563.2	RRID:SCR_016752	
Software, algorithm	EBSeq	DOI: 10.1093/bioinformatics/btv193	RRID:SCR_003526	
Software, algorithm	MACS2	DOI: 10.1186/gb-2008-9-9-r137		
Software, algorithm	DiffBind	DOI: 10.1038/nature10730	RRID:SCR_012918	

### Mice

The following mouse alleles were used: *Ctnnb1^flex3^* (Harada et al., 1999); *Tie2-GFP* (also known as *Tek-GFP*; Motoike et al., 2000; JAX 003658); *Pdgfb-CreER* (Claxton et al., 2008); *Hprt^LSL-GFP^* (Wu et al., 2014); *Tie2-Cre* (also known as *Tek-Cre*; Kisanuki et al., 2001; JAX 008863); and C57BL/6J (JAX 000664). For EC culture experiments, the mice consisted of control WT mice (either C57BL/6J or *Ctnnb1^flex3/+^;Tie2-GFP* that had received 100 ug 4HT at P10) and EC-specific beta-catenin stabilized mice (*Ctnnb1^flex3/+^;Pdgfb-CreER;Tie2-GFP* that had received 100 ug 4HT at P10). To control for the possibility of sex-dependent differences, male mice were used for all experiments. All mice were housed and handled according to the approved Institutional Animal Care and Use Committee (IACUC) protocol MO16M367 of the Johns Hopkins Medical Institutions.

### Primary brain EC culture

Primary brain ECs were isolated and purified by either method A or method B, as described below. Both protocols take advantage of the specific expression of the multidrug efflux pump P-glycoprotein in brain ECs, which allows for positive selection using puromycin.

Method A was performed as previously described with slight modifications (Welser-Alves et al., 2014). Briefly, brains were harvested from six mice at two months of age, minced with a razor blade, and digested in 5 ml of papain solution (20 units papain per ml; 1 mM L-cysteine; 0.5 mM EDTA; 100 units of DNase per ml) for one hour and ten minutes at 37° Celsius. Following enzymatic digestion, the tissue was gently triturated with a 10 ml pipet to break up vascular fragments from the brain parenchyma. The suspension was then mixed with 7 ml of 30% BSA solution and centrifuged at 1120 x g for 10 min at room temperature. Pelleted vascular fragments were washed once with 2 ml of EC growth medium (ECGM; EGM-2 MV, CC-3202, Lonza, Basel, Switzerland; components: hEGF, hydrocortisone, 5% fetal bovine serum, VEGF, hFGF-B, R^3^-IGF-1, ascorbic acid, and gentamicin and amphotericin-B replaced by penicillin and streptomycin), centrifuged at 300 x g for 5 min, resuspended in 8 ml of ECGM, and then distributed evenly into four collagen type one coated wells of a six-well plate. Cells were incubated at 37° Celsius overnight. The following morning, the cells were washed seven times with DMEM/F12 medium (12500–062, Thermo Fisher Scientific) and then placed in fresh ECGM. In the early evening, the media was replaced with ECGM plus puromycin (P8833-10MG, Sigma-Aldrich; 4 ug/ml) to kill non-ECs. Puromycin treatment was stopped after 2.5 days. Cells were cultured for eight days before harvesting for RNA-seq and ATAC-seq. Biological replicates consisted of cells from independent wells. To assess the purity of cultures achieved using this isolation protocol, we cultured brain ECs from *Tie2-Cre;Hprt^LSL-GFP^* (Wu et al., 2014) mice expressing a nuclear-localized GFP in vascular ECs. Using the percentage of double GFP-positive and DAPI-positive nuclei as an assessment of EC purity, cultures exhibited >98% purity.

Method B was performed as previously described with slight modifications (Assmann et al., 2017). Briefly, brains from 4 to 6 mice were placed in 5 mL of Dulbecco’s PBS (DPBS) in a Dounce tissue grinder and homogenized (30 strokes with pestle A, and 25 strokes with pestle B). Following homogenization, 7 mL of 30% BSA solution was mixed with the homogenate. The mixture was then centrifuged for 10 min at 1120 x g at room temperature. After removal of the floating myelin layer and the BSA solution, the pelleted vascular fragments were resuspended in 10 mL of DMEM/F12 solution containing 1 mg/mL of STEMxyme collagenase/dispase (Worthington Biochemical, LS004106) and 4 ug/mL of DNase. The fragments were digested for 1 hr at 37° Celsius and then centrifuged at 440 x g for 5 min at room temperature. The digestion media was removed, and the cells were washed with 10 mL of warm DPBS. After another centrifugation at 440 x g for 5 min at room temperature, the pelleted cells were resuspended in an appropriate volume of ECGM supplemented with puromycin at 8 ug/mL in order to plate the cells at roughly 0.1 brains per cm^2^ of type one collagen-coated wells. Cells were incubated at 37° Celsius overnight, and the following day washed twice with DPBS. Fresh ECGM supplemented with puromycin was added, and the medium was changed the next day to puromycin-free ECGM.

Method A was used to generate RNA-seq WT and beta-catenin stabilized cultured brain EC replicates one and two as well as ATAC-seq WT cultured brain EC replicates one and two. Control cultured ECs processed by Method A were from C57BL/6J mice. Method B was used to generate RNA-seq WT cultured brain EC replicates three to six, RNA-seq beta-catenin stabilized cultured brain EC replicates three and four, ATAC-seq WT cultured brain EC replicates three to six, and ATAC-seq beta-catenin stabilized cultured brain EC replicates one and two. Control cultured ECs processed by Method B were from *Ctnnb1^flex3/+^;Tie2-GFP* mice.

### Immunocytochemistry

ECs grown on coverslips were washed once with PBS and then fixed in 4% paraformaldehyde (PFA) for 15 min at room temperature. The following reagents were used: DAPI and rat anti-CD31 (1:300; 553370, BD BioSciences, San Jose, CA). Cells were incubated overnight with primary antibody diluted in 1x PBSTC (1x PBS + 1% Triton X-100 + 0.1 mM CaCl_2_) + 10% normal goat serum (NGS). Incubation and washing steps were performed at 4°C. Cells were washed at least three times with 1x PBSTC, and subsequently incubated overnight with a secondary antibody plus DAPI diluted in 1x PBSTC +10% NGS. Because a primary antibody raised in rat was used, secondary antibodies were additionally incubated with 1% normal mouse serum (NMS) as a blocking agent. The next day, cells were washed at least three times with 1x PBSTC, and mounted on a slide using Fluoromount G (EM Sciences 17984–25). Cells were imaged using a Zeiss LSM700 confocal microscope and processed with ImageJ.

### 4HT preparation and administration

Solid 4HT (Sigma-Aldrich H7904) was dissolved at 20 mg/ml in ethanol by extensive vortexing. Sunflower seed oil (Sigma-Aldrich S5007) was added to dilute the 4HT to 2 mg/ml and aliquots were stored at −80°C. Thawed aliquots were diluted with Sunflower seed oil to a final concentration of 1 mg/ml 4HT. All injections were performed intraperitoneally.

### Acute isolation of adult brain ECs

Viable adult brain ECs were isolated from homozygous *Tie2-GFP* mice using the Worthington Papain Dissociation System (LK003160, Worthington Biochemical Corporation, Lakewood, NJ) and a MoFlo XDP Sorter (Beckman Coulter, Brea, CA) as previously described (Sabbagh et al., 2018), with propidium iodide negative cells considered as viable. To remove myelin from the dissociated brain, the suspension was mixed with 30% BSA solution (1:1 vol) and centrifuged at 1120 x g for 10 min at room temperature.

### Sample processing for RNA-seq and ATAC-seq

For acutely isolated ECs, RNA was extracted from GFP-positive and GFP-negative cells that were FACS sorted directly into QIAGEN Buffer RLT Plus and then processed using the RNeasy Micro Plus kit (74034, QIAGEN, Venlo, Netherlands). For cultured ECs, RNA was extracted by adding QIAGEN Buffer RLT Plus directly into the well followed by extraction using the RNeasy Micro Plus kit. For ATAC-seq, ~50,000 GFP-positive FACS-sorted cells or trypsinized cultured ECs were gently centrifuged and then resuspended in ice-cold lysis buffer (0.25 M sucrose, 25 mM KCl, 5 mM MgCl_2_, 20 mM Tricine-KOH, 0.1% Igepal CA-630) and immediately centrifuged at 500 x g for 10 min at 4°C to prepare nuclei. The resulting nuclear pellet was resuspended in a 50 ul reaction volume in Tn5 transposase and transposase reaction buffer (FC-121–1030, Illumina Inc, San Diego, CA), and the tagmentation reaction was incubated at 37°C for 30 min.

### Library preparation and sequencing

Libraries for RNA-seq and ATAC-seq were prepared as previously described (Buenrostro et al., 2015; Sabbagh et al., 2018). Adult brain EC RNA-seq replicates were single-end sequenced for 75 cycles on a NextSeq500 (Illumina). WT cultured brain EC RNA-seq libraries for replicates one, two, five, and six and beta-catenin stabilized brain EC RNA-seq libraries for all four replicates were paired-end sequenced for 36 cycles on a NextSeq500. WT cultured brain EC RNA-seq libraries for replicates three and four were prepared by Omega Bioservices (Georgia) and paired-end sequenced for 150 cycles. Tagmented DNA was purified using QIAGEN MinElute Gel Extraction kit (28604, Qiagen). ATAC-seq libraries were PCR amplified for 11 cycles. Agencourt AMPure XP beads (A63880, Beckman Coulter) were used to purify ATAC-seq libraries, which were then paired-end sequenced for 36 cycles on a NextSeq500 (Illumina). Sequencing libraries that contained overrepresented adaptor sequences were trimmed using Trim Galore (https://github.com/FelixKrueger/TrimGalore).

### Data analysis

Most data analyses were performed as previously described (Sabbagh et al., 2018). For basic data processing, exploration, and visualization, we used deepTools (Ramírez et al., 2016), the tidyverse collection of R packages (Wickham, 2017), ggplot2 (Wickham, 2009), and pheatmap (Kolde, 2015).

### RNA-seq data analysis

Salmon version 0.14.0 (Patro et al., 2017) was used to quantify expression of transcripts from RNA-seq experiments using GENCODE release M21 (salmon quant -l A –validateMappings –mimicStrictBT2 --rangeFactorizationBins 4 --incompatPrior 0.0 --useVBOpt --seqBias --gcBias --posBias --biasSpeedSamp 10). To visualize RNA-seq data on an IGV browser (Robinson et al., 2011; Thorvaldsdóttir et al., 2013), HISAT2 version 2.1.0 (Kim et al., 2015) was used to generate alignment bam files (hisat2 --dta) and then deepTools was used to generate bigwig files (bamCoverage -bs 1 --normalizeUsing CPM). To convert transcript-level abundances to the gene-level for further downstream analyses, we used tximport version 1.12.3 (Soneson et al., 2015).

Differentially expressed genes were identified using EBSeq version 1.24.0 (Leng and Kendziorski, 2015). A gene was considered to be differentially expressed if it met the following criteria: (1) a minimum two-fold enrichment between samples; (2) a posterior probability of differential expression (PPDE) greater than or equal to 0.95 [PPDE = (1 - false discovery rate)], that is an FDR < 0.05; and (3) a TPM value greater than or equal to five in both biological replicates. To filter out background transcripts from surrounding parenchymal cells, a set of EC-enriched transcripts was determined for each tissue by comparing RNA-seq data from GFP-positive and GFP-negative sorted cells. A gene was considered EC-enriched if it met the following three criteria: (1) a minimum two-fold enrichment in GFP-positive compared to GFP-negative samples, (2) a PPDE greater than or equal to 0.95, and (3) relative expression greater than or equal to five transcripts per million (TPM) in both biological replicates. Principal component analysis was performed on variance stabilizing transformed data using the DESeq2 *vst* and *plotPCA* function (Love et al., 2014).

As described under ‘Library preparation and sequencing’, RNA samples were sequenced with paired-end 150 nt, single-end 75 nt, and paired-end 36 nt Illumina protocols. To test whether these different RNA-seq protocols affected genome alignment – and, therefore, differential expression analysis – we used the FASTX-Toolkit to trim the raw reads from one of the paired-end 150 nt samples to create two single-end 75 nt datasets, and a paired-end 36 nt data set (fastx_trimmer -Q 33 l -z). We then compared Salmon (version 0.14.0) quantification of gene expression from (1) the original 150 nt paired-end reads, (2) the trimmed 75 nt reads from one mate from the original pair, (2) the trimmed 75 nt reads of the other mate from each original pair, and (4) the trimmed 36 nt paired-end reads. Correlation coefficients for each of the four pair-wise comparisons were calculated, and the results show all four data sets were highly correlated with Pearson’s r ranging from 0.994 to 0.998.

### ATAC-seq data analysis

ATAC-seq data were aligned to the GRCm38 genome using HISAT2 version 2.1.0 (hisat2 -t -X 2000 --no-mixed --no-discordant) and then duplicate reads were removed (*picard MarkDuplicates*). Peaks were called using MACS2 version 2.1.2 (callpeak -f BAM --nomodel --keep-dup all --shift −100 --extsize 200) (Zhang et al., 2008). Peaks were then filtered for fold-change >2 and -log(qvalue)>2. deepTools was used to visualize ATAC-seq peaks on the browser (bamCoverage -bs 1 –extendReads --ignoreDuplicates --normalizeUsing CPM). To identify differential ATAC-seq peaks between acutely isolated and cultured adult brain ECs, DiffBind version 2.12.0 was used (Stark and Brown, 2011; Ross-Innes et al., 2012) with EdgeR (Robinson et al., 2010). For the comparison, DiffBind was used to develop a set of consensus peaks between replicates using the requirement that peaks must be in a minimum of two replicates (minOverlap = 2). To retrieve a set of high-confidence, cell type-enriched peaks, we filtered for peaks with an absolute fold difference >2 and FDR < 0.05. Principal component analysis was performed on ‘regularized’ log-transformed data using the DESeq2 *rlog* and *plotPCA* function. To identify transcription factor DNA binding motifs enriched in ATAC-seq peaks, the HOMER suite of tools was used for motif discovery (Heinz et al., 2010), in particular, findMotifsGenome.pl -size given. AnnotatePeaks.pl -m -size 1000 -hist 5 was used to generate histograms of enriched motifs.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE118731. The following dataset was generated: SabbaghMFNathansJ2019A genome-wide view of the de-differentiation of central nervous system endothelial cells in cultureNCBI Gene Expression OmnibusGSE11873110.7554/eLife.51276PMC694895231913116 The following previously published datasets were used: SabbaghMFHengJLuoCCastanonRGNeryJRRattnerAGoffLAEckerJRNathansJ2018Transcriptional and Epigenomic Landscapes of CNS and non-CNS Vascular Endothelial CellsNCBI Gene Expression OmnibusGSE11183910.7554/eLife.36187PMC612692330188322 WangYSabbaghMFGuXRattnerAWilliamsJNathansJ2019The role of beta-catenin signaling in regulating barrier vs. non-barrier gene expression programs in circumventricular organ and ocular vasculaturesNCBI Gene Expression OmnibusGSE11183910.7554/eLife.43257PMC644335030932813

How the deposited data were processed for this re-analysis (not part of the article)

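Transcripts were measured by RNA-seq in 14 libraries: 2 of acutely isolated adult brain ECs sorted as GFP-positive cells, 2 of GFP-negative cells, 6 of WT brain ECs cultured for 8 days and 4 of beta-catenin stabilized brain ECs cultured for 8 days. Accessible chromatin was measured by ATAC-seq in 2 libraries of acutely isolated ECs, 6 of WT cultures and 2 of stabilized cultures. Each group was taken from the sample titles, genotypes and cell types of the deposited records and from the paper's Methods, and isolation method and read length were taken from the Methods. Replicates of a culture are wells, of which 2 come from each experiment. For stabilized replicate 4 of RNA-seq, the record names another molecule than RNA, and its title, protocol and the Methods were followed. One legend of the paper gives method A to more RNA-seq replicates than the Methods do, and the Methods were followed.

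For RNA-seq the authors trimmed adaptors with Trim Galore where needed and quantified reads with Salmon 0.14.0 on the GENCODE M21 transcripts, with models of sequence, GC and position bias. The deposited files hold for each of 140198 transcripts an estimated count (single reads for the acutely isolated cells, fragments for the cultures), a TPM value and an effective length in bases. The counts are not normalized, and the authors' TPM is scaled to the same sum in each library after division by effective length. In the deposited files of the acutely isolated cells, the data of cerebrum and cerebellum are combined. For ATAC-seq the authors aligned reads with HISAT2 2.1.0 to GRCm38, removed duplicates and called peaks in each library with MACS2 2.1.2. The deposited lists hold for each peak a score (10 times the −log10 q, truncated), a fold enrichment over the local background, the −log10 p and the −log10 q. Peaks below the authors' later filter on fold enrichment and q are still in these lists, from 30 to 108 per library.

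Counts and TPM were summed over the transcripts of each of 54393 genes, and 21847 protein-coding genes were analysed. Summed counts were rounded to whole numbers. Where 27 symbols stood for more than 1 identifier, the most abundant one was used. Counting error alone is small for most genes at a depth of 24284843 to 94686456 counts per library, and the spread between libraries sets the precision. Where a group had no counts for a gene, the fold change was bounded with 3 counts, the upper limit that a count of 0 allows.

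Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM scaling, glmQLFit and glmQLFTest) and adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05, an absolute log2 fold change over 1 and a TPM of at least 5 in every replicate of the higher group. The comparisons were WT cultures against acutely isolated ECs, GFP-positive against GFP-negative acutely isolated cells, and stabilized against WT cultures, each fitted on its own libraries. Standard errors were derived from the log2 fold change and the F statistic. A term for the interaction of stabilization with isolation method was tested on the 8 cultured libraries of 36 cycles. Gene lists were tested with camera from limma 3.58.1 at its preset correlation, and again with fry and with an estimated correlation, and the camera p values were adjusted over the lists of a comparison. Medians of lists were also set against 10000 random lists matched on abundance. PCA was run on counts transformed by the vst function of DESeq2 1.42.0, and correlations were computed on log2(TPM + 1).

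The procedure was tested on simulated data with 200 changed genes, the replicate numbers of each comparison and dispersions estimated from the libraries. The planted changes were at least 4-fold, each library was drawn independently, and the TPM minimum was not applied. With the dispersion of each gene, 42.5% of the changed genes were recovered for culture against acute isolation, 29.5% for GFP-positive against GFP-negative cells and 88.0% for stabilized against WT cultures, with 2, 4 and 9 false calls. At the common dispersions of 0.318, 0.305 and 0.223 the shares were 46.0%, 5.0% and 87.5%, and at a low dispersion of 0.05 they were 100.0%, 99.5% and 100.0%, with 0 to 18 false calls over these tests. Genes that are not called with 2 libraries per group are therefore weak evidence of no change. Pairs of wells from one culture were not simulated. The share of 88.0% therefore does not give the power of the real comparison of stabilized and WT cultures, nor that for smaller changes.

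Genes were named by a fixed rule. It takes every gene that the paper names in its Results text, the genes of the marker lists, and, for each of the 3 RNA-seq comparisons, the 5 protein-coding genes with the largest fold change in each direction among those past the threshold whose TPM values do not overlap between the groups. Some genes that this rule takes are not reported here. The marker lists cover neurons, astrocytes, oligodendrocytes, microglia, erythrocytes, pericytes, smooth muscle, fibroblasts, tip or fenestrated ECs, endothelial-to-mesenchymal transition, proliferation, immediate early genes, laminar flow, targets of YAP and TEAD, targets of beta-catenin signaling, sex and strain. From the paper's supplements, the complete lists of EC-enriched, changed, pan-EC, BBB and tissue-specific genes were used. Sheets that hold only part of their list were not used here.

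Peaks were analysed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Peaks of the acutely isolated and WT libraries were merged where they overlap by at least 1 bp, and intervals found in at least 2 libraries were kept. Loss and gain were defined by presence in the lists, since reads per peak are not used here, and the test of differential accessibility that the paper used was not made. Consensus sequences of 7 motif families were searched on both strands within 100 bp of the summit and compared between gained and lost peaks by Fisher's exact test, in which peaks are taken as independent. A peak was assigned to a gene within 50 kb and to a transcription start within 1 kb, and loci were examined to 20 kb on either side.

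The groups, comparisons, tests, marker lists and alternatives were set before the data were examined, and the paper's peak filter (a fold enrichment over 2 and a −log10 q over 2) was added as an alternative after seeing the data, as was method B at 36 cycles only for stabilized against WT cultures, since the alternative with method B only also takes the 150-cycle WT cultures. For counts the alternatives were DESeq2, scaling by library size, no filter on low counts, an offset for the average transcript length, no TPM minimum, an adjusted p under 0.01, all 14 libraries in one fit, the replicate number as a block, the wells of each WT experiment summed, 36-cycle cultures only, either isolation method alone, and each library left out in turn. Counts of settings given for a single gene cover the alternatives that were fitted anew and gave a test, not those that change a threshold alone. For stabilized against WT cultures, a batch term of isolation method and read length and calls without a fold-change minimum were added. For peaks they were a −log10 q of at least 5, a fold enrichment of at least 4, the same number of peaks in each library (31844, by −log10 q), windows of 500 bp around summits, loss and gain by at most 1 and at least 5 cultured libraries, and each library left out. For motifs they were 250 bp around the summit, a match on GC content and peaks away from transcription starts. Other scales of TPM and the 500 most variable genes were tried for correlations and PCA.

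Samples of the deposited series without a processed file were left out, as were the P7 tissues and the pituitary, which belong to other series, and the single-cell data. The separate records of cerebrum and cerebellum are not analysed here, since their reads are combined in the files used. The share of transcripts without exon 3, read-level accessibility and footprints were left out because they need aligned reads.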

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

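The test of differences between single cultures was chosen only after the result it bears on was seen; the other tests in this part were not.

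The effect of stabilized beta-catenin differed between the 2 isolation methods. In the 8 cultured libraries of 36 cycles, edgeR's quasi-likelihood test of the interaction gave a Benjamini-Hochberg adjusted p under 0.05 for 6623 of 13369 genes, 3348 of them with a larger effect in method B, and 7562 had an unadjusted p under 0.05. For the BBB transcripts the effect in method A minus that in method B had a median of −0.16, with 171 of 274 under an adjusted p of 0.05, and for the pan-EC transcripts it was 0.01, with 106 of 154. Each combination of genotype and method is 1 culture of 2 wells, so that the test takes wells for replicates. Between the WT cultures of the 2 methods, both of 36 cycles, 8858 of 12764 genes (69.4%) had an adjusted p under 0.05 in edgeR's test, and between the stabilized cultures 8050 of 13050 (61.7%). Differences of this size between any pair of single cultures would give such a number of interactions without a difference in the response to beta-catenin. A response that depends on the isolation method and differences between single cultures therefore cannot be told apart, since no method has a second culture of the same genotype at 36 cycles. The WT mice of method A were C57BL/6J and those of method B carried the Ctnnb1 allele and Tie2-GFP, so that strain and alleles also enter the interaction and were not tested. The paper's Results give 4HT for the C57BL/6J mice too, while its Methods can be read as giving it to the other controls alone. A biological difference between the cells that the methods yield was not tested and stays open. No library was left out here, because that leaves 1 well in a combination of genotype and method.

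Sex-specific transcripts are not reported in the paper, whose Methods give male mice for all experiments. In the cultures, 4 RNA-seq libraries had no transcripts of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty above a TPM of 0.038, which were WT replicates 5 and 6 and stabilized replicates 3 and 4. Their TPM of Xist was 5.89, 3.45, 3.16 and 2.94. In 2 further libraries, WT replicates 1 and 2, both kinds were present, with Xist at 8.01 and 8.75 and Ddx3y at 13.4 and 20.4. All other RNA-seq libraries had Y-linked transcripts and a TPM of Xist of at most 0.017. The ATAC-seq lists have peaks within 1 kb of the starts of Y-linked genes in the acutely isolated ECs and WT replicates 3 and 4, and a peak at the start of Xist in WT replicates 5 and 6 and both stabilized libraries. WT replicates 1 and 2 of ATAC-seq have neither. The 4 libraries without Y-linked transcripts are consistent with cells from female mice, and the 2 libraries with both kinds may be a mixture of cells from both sexes. Loss of the Y chromosome in culture would leave Xist silent, and the level of Xist in these libraries argues against it. A wrong sample label was not tested. Since the pairs of libraries split by experiment, sex cannot be told apart from experiment and isolation method. Within method A the stabilized libraries have Y-linked transcripts alone and the WT libraries have both kinds, so that sex and genotype cannot be told apart there. Within method B at 36 cycles, both genotypes lack Y-linked transcripts. Effects of sex on other genes were not tested. Over the 4 Y-linked genes, the median log2 fold change was −1.61 between WT cultures and acutely isolated ECs and 0.51 between stabilized and WT cultures.

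Single libraries lay far from the others of their group for 2 genes. The log2(TPM + 1) of Sp5 in stabilized replicate 3 was 4.13, against 3.75 to 3.78 in the other 3 stabilized libraries, and its gap to the nearest was 0.903 of the whole range. For Gm10718, stabilized replicate 2 was at 1.54 and the other 3 at 0, a gap of 1.0 of the range. Among 265 groups of libraries for named genes, 2 passed Dixon's critical value, and chance passes about 1 in 20 groups, which comes to 13.2 here. Neither gene was called between stabilized and WT cultures, and no technical or biological explanation was tested for either library.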

How the results depend on the processing

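Among the tests in this part, only the paper's peak filter and method B at 36 cycles only were chosen after the results were seen.

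For culture against acute isolation, the named genes gave 2922 comparisons with an alternative in which direction and side of the threshold were kept, 87 in which the gene was no longer called past the test's threshold, 71 in which it newly was, 55 in which a value without a test moved, and 5 in which the direction changed. Leaving out the TPM minimum raised the genes called higher and lower in culture to 3160 and 2829 and the genes lower in ECs than in GFP-negative cells to 2978, and an adjusted p under 0.01 lowered the counts to 1183 and 880 for culture, 479 for EC-enriched genes, 651 for genes lower in ECs and 204 for EC-enriched genes lower in culture. Both follow from the thresholds themselves. With the wells of each experiment summed, which leaves 3 cultures, 834 genes were called lower and 1253 higher. Scaling by library size moved the median of the BBB transcripts to −1.84 and that of the pan-EC transcripts to −0.62, while it raised the median of all genes from 0.10 to 0.30. The offset for transcript length moved the pan-EC median to −0.61 and gave 653 EC-enriched genes and 350 that were also lower in culture. For these changes the cause was not tested. Leaving out an acutely isolated library was not used as a test, since it leaves 1 library in that group. The BBB genes median log2 fold change in culture was −1.90 or −2.27 without acutely isolated replicate 1 or 2, and over all fits that each left out 1 library it ranged from −2.27 to −1.90. With the other alternatives for these counts and medians, each count stayed within 1.5 times its reported value and each median within the spread between libraries.

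The direction of named genes changed in 5 cases for culture. With the offset for transcript length, Hspa8 was at −0.32 and Fn1 at −1.28. Dusp1 was at −1.0965 with the replicate block and at −1.10 with method A only, and Fos at −2.89 with method B only. The cause was not tested.

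For stabilized against WT cultures, 2894 comparisons kept direction and side of the threshold, 135 newly passed it and 17 changed direction. The counts of genes called higher and lower rose from 0 and 0 to 15 and 3 with DESeq2, to 77 and 9 with the batch term of isolation method and read length, to 693 and 120 with method A only and to 1 and 0 with method B only. The median of the BBB transcripts moved to 0.22 with the batch term, 0.20 with method A only and 0.18 with method B only. The cause was not tested. Method B only pools the WT cultures of 36 and 150 cycles. With method B at 36 cycles only, chosen after seeing the data, 139 genes were called higher and 37 lower, and the BBB median was 0.23. That fit sets the wells of 1 stabilized culture against those of 1 WT culture, as does method A only. All other alternatives set before the data were examined but the replicate block, which is given below, and each of the fits that left out 1 library, gave 0 calls, with 462 to 930 genes higher and 503 to 1104 lower at an unadjusted p under 0.05 in the fits with all stabilized libraries, and 286 to 532 higher and 366 to 716 lower in those without one of them. With the batch term, F11r was at 0.44, Slc38a3 at 1.25, Tagln at −0.55 and Dusp1 at 0.71, each in the other direction than reported. With method A only, 13 genes changed direction: Tek (−0.24), Ccn2 (0.39), F11r (0.56), Slc38a3 (1.01), Cav2 (0.74), Ap2a2 (0.25), Clta (−0.28), Ctnnb1 (−0.41), Tagln (−0.86), Dusp1 (1.23), Amotl2 (−0.51), Snai2 (1.63) and Cdh2 (0.28). The cause was not tested for these genes.

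The reported fits did not pair samples by replicate number. The deviations of libraries with the same number from their group means had correlations of −0.03 and 0.04 between WT cultures and acutely isolated ECs. Between GFP-positive and GFP-negative cells the correlation was 0.06, a single value, since the deviations of 2 libraries mirror each other. Hemoglobin genes took more of the counts in replicate 2 of both GFP-positive (0.33% and 2.13%) and GFP-negative cells (0.08% and 0.78%). A pairing of these fractions is therefore not excluded. Between stabilized and WT cultures they were 0.47 and 0.46 for replicates 1 and 2, which share isolation method A, and −0.01 and 0.04 for replicates 3 and 4. With the replicate block, 1855 genes were called higher and 1759 lower in culture, 1017 EC-enriched and 1052 lower in ECs, and 138 higher and 44 lower with stabilized beta-catenin, where the camera adjusted p of the BBB and pan-EC lists was 0.0693 and 0.162. The cause of the last change was not tested.

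For ATAC-seq, the same number of peaks in each library gave 47221 consensus, 7733 lost and 6331 gained peaks, since fewer peaks of the cultures entered. Counting at least 5 of the 6 cultured libraries as gain gave 20799 gained peaks, by the wider definition. The number gained ranged from 10257 to 20229 across the fits that each left out 1 WT library, and the highest came without WT replicate 2, which has the fewest peaks of the cultures. The paper's peak filter, chosen after seeing the data, gave 3705 lost and 10214 gained peaks. Of the motifs, the odds ratio of SP/KLF in gained against lost peaks was 0.737 and no longer under an exact p of 0.05 with peaks matched on GC content, while it was 0.489 (p 2.88e-05) with peaks more than 1 kb from a transcription start and 0.737 (p 0.0027) within 250 bp of the summit. Those of SOX and ZIC were 0.886 and 0.906 within 250 bp of the summit and under it there. The cause was not tested. The AP-1, TEAD, TCF/LEF and ETS motifs kept direction and side of the threshold in each alternative.

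With log2(TPM + 0.1), TPM without the log, and genes with a TPM of at least 1, the correlation of the acutely isolated pair was 0.948, 0.951 and 0.878, the mean correlation within a culture experiment was 0.9956, 0.9958 and 0.9944, and the mean correlation between culture experiments 0.9599, 0.772 and 0.8901. The first principal component held 75.5% of the variance with the 500 most variable genes, against 63.8% with all genes. The cause was not tested. The depth of the libraries limits no call of an abundant gene, but with 2 acutely isolated libraries the tests against them rest on the spread of 1 pair, and their absence of calls for moderately changed genes limits what the lists show.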

Differences from the paper's values

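No test in this part was chosen after the results were seen, apart from the paper's peak filter and method B at 36 cycles only as alternatives.

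In the lists of called peaks, 3712 consensus peaks were lost in culture against the paper's 16760. None of the alternatives set before the data were examined closed the gap. The number lost was 3449 with a −log10 q of at least 5, 2545 with a fold enrichment of at least 4, 7733 with the same number of peaks in each library, 3680 with 500 bp windows and 4441 with at most 1 cultured library, and from 3731 to 4064 across the fits that each left out 1 WT library. It was not counted without an acutely isolated library. The number gained was 10217 against the paper's 20654. Of the alternatives set before the data were examined, gain in at least 5 of the 6 cultured libraries (20799) and the counts without WT replicate 2 (20229) came within the paper's value by the rule used here, and the others did not: 9305 with the −log10 q of at least 5, 10706 with the fold enrichment of at least 4, 6331 with the same number of peaks, 10248 with 500 bp windows, 11676 and 10535 without acutely isolated replicate 1 or 2, and 10257 to 10630 without 1 of the other WT libraries. The paper's peak filter, chosen after seeing the data, gave 3705 and 10214 and closed neither gap. The measures are not the same, since the paper tested reads per peak and these counts rest on presence in the lists.

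The paper's Methods give male mice for all experiments. In the RNA-seq data, 4 cultured libraries had no Y-linked transcripts and a TPM of Xist from 2.94 to 5.89, and 2 had both kinds.

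For general EC transcripts, the paper describes high expression in culture, kept from the acutely isolated state. Over its whole pan-EC list, 48 of 154 had a log2 fold change above 0, and the median was −0.83. Among the 6 general EC genes it plots, Kdr (−3.50) and Tek (−3.38) were called lower under each of the 16 other settings that gave a test. The paper states that the EC transcription factors Erg, Fli1 and Ets1 hardly changed. Ets1 was called lower, at −1.25, and also under 12 of the 16 other settings, which leaves out scaling by library size, the replicate block, the wells of each experiment summed and method A only, and it was not called at an adjusted p under 0.01. Erg, at −1.86, was not called, and it was called lower with all 14 libraries in one fit, the replicate block, the 36-cycle cultures only and method A only.

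Among TJ genes, the paper reports that Cldn5 hardly changed. It was called lower, at −1.97, and not called with scaling by library size, the offset for transcript length, the wells of each experiment summed, the 36-cycle cultures only, method A only or at an adjusted p under 0.01.

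For solute carriers, the paper names Slc16a9 as unaffected. By counts it was called lower, at −1.92, but not with the offset for transcript length, the wells of each experiment summed, the 36-cycle cultures only or at an adjusted p under 0.01, and its TPM was 11.4 in acutely isolated and 11.9 in cultured ECs. For ABC transporters, the paper gives Abcb1a as the only one that falls. Of 25 such genes, 4 were called lower and 3 higher. Among these was Abcc4, which the paper names as unaffected, at −2.36 and called lower under each of the 16 other settings that gave a test. Abca3, which the paper names as elevated, was at 0.53 and called under no setting, with a TPM of 12.0 and 31.2.

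In the caveolar pathway, where the paper reports increases of all 5 genes, 2 were called higher and all 5 had a higher mean TPM. Cav2, at 2.13, was called only with DESeq2, the offset for transcript length, all 14 libraries in one fit, method B only and without WT replicate 1. Cavin1 (0.39) and Ehd2 (−0.39) were called under no setting. In the clathrin pathway, the paper names Clta and Cltb as the genes with consistent elevation. Of 15 tested genes 3 were called higher, and these were Ap2s1, Ap2m1 and Hspa8, of which the last 2 were not called at an adjusted p under 0.01, Ap2m1 was not called with the wells of each experiment summed, nor Hspa8 with the wells summed, the offset for transcript length or without WT replicate 2. Clta (0.85) was called with scaling by library size, the replicate block, the 36-cycle cultures only and method A only, and Cltb (0.75) with the offset for transcript length. For both, the TPM of each culture lay above that of both acutely isolated libraries.

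Of the AP-1 genes that the paper gives as increased, Fosl2 (1.02) was called only with the 36-cycle cultures and Jund (0.21) only with the offset for transcript length, at 2.35. The paper describes similar ETS motif enrichment in lost and gained regions. The ETS consensus was in 8.55% of gained and 4.32% of lost peaks. SP/KLF and SOX motifs are named as enriched in lost regions. The SP/KLF consensus was in 2.31% of lost and 1.39% of gained peaks but in 6.22% of the other consensus peaks. The SOX consensus was in 7.20% of lost, 6.50% of gained and 5.58% of the other consensus peaks. Between gained and lost peaks, the exact p of SOX was under 0.05 only within 250 bp of the summit, where its odds ratio was 0.886. The paper searched motifs with HOMER in peaks chosen by reads, whereas fixed sequences were counted here in peaks chosen by presence. Within 1 kb of a transcription start lay 9.79% of lost and 23.6% of the other consensus peaks. Since peak sets and motif models differ, these shares do not test the enrichment that the paper reports. Near Mfsd2a, where the paper shows peaks lost, no consensus peak was lost under the definition by presence.

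For stabilized beta-catenin, the paper reports nearly no effect on transcripts and infers from low expression of its targets that the pathway was not activated. The test without a batch term gave 0 calls, with 561 genes higher and 861 lower at an unadjusted p under 0.05. With the batch term 77 genes were called higher and 9 lower, with DESeq2 15 and 3, with the replicate block 138 and 44, with method A only 693 and 120, and with method B only 1 and 0. With method B at 36 cycles only, chosen after seeing the values, they were 139 and 37. In each of these fits the wells of a culture are taken as replicates. Of the 7 genes that the paper shows for beta-catenin signaling, all 7 were above 0 with the batch term and 5 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, among them Axin2 at 2.80, while their TPM stayed below that of acutely isolated ECs.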

Other observations

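The tests of splits within batches, of the choice of the BBB list, of transcript length and GC content, of RNA from parenchymal and blood cells, of method B at 36 cycles and of fewer acutely isolated peaks were chosen only after the results were seen; the other tests in this part were not.

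Stabilized beta-catenin gave 0 calls against WT cultures, with 561 genes higher and 861 lower at an unadjusted p under 0.05. All of 100 splits of the 10 cultured libraries into 4 and 6 gave as many calls, as any split must against 0. A split that follows isolation method, with WT replicates 1 and 2 and stabilized replicates 1 and 2 against the rest, gave 783 calls, the split of WT replicates 1 to 4 gave 423 and that of WT replicates 3 to 6 gave 229. With isolation method and read length as a batch term, 86 genes were called, and 1 of the 18 splits within batches, the real one, gave as many. The next highest gave 32, and it exchanges the genotypes within method A, where the WT mice also differ from the stabilized mice in strain and alleles. Only the real split and this one keep the wells of each culture together. All other splits part the wells of at least 1 culture, and they gave 0 calls. They are therefore no fair measure for the real split. Since 18 splits cannot give a share under 0.05, an effect of stabilization and differences between 2 pairs of single cultures cannot be told apart. Higher targets of beta-catenin in both methods (7 of 9 above 0 in method A and in method B at 36 cycles) may reflect a weak response to the stabilized protein, which was not tested on other cultures. The calls with the batch term include Fbp1 (3.98), Cxcr4 (2.29), Gpx3 (2.16) and Esm1 (1.94) among the higher and Atoh8 (−1.61), Nppb (−1.46) and Ankrd1 (−1.30) among the lower genes, of which all but Esm1 and Ankrd1 were chosen after their values were seen.

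Whether stabilization moved BBB genes back toward the acutely isolated state was tested with separate WT libraries for the 2 differences. Over the BBB transcripts, the effect of stabilization and the acute level over culture had a Pearson's r of 0.0524 in method A and 0.185 in method B (Spearman 0.143 and 0.0980), while the medians of the stabilization effect were 0.20 and 0.23 against 2.12 and 2.11 for the difference to be made up. In 10000 random lists matched on abundance, 0 reached the rise of 0.22 in the BBB median or that of 0.31 in the pan-EC median with the batch term. A small partial reversal and a general shift of EC genes cannot be told apart at these correlations, because the medians of both lists rose and single cultures differ.

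Genes lower in culture might come from RNA of other cells in the acutely isolated libraries. The 1410 such genes were chosen on the same libraries that a comparison with GFP-negative cells uses, so genes with a log2 fold change under −1 and a TPM of at least 5 were chosen on one acutely isolated library and measured in the other. The 2054 genes chosen on replicate 2 had a median in replicate 1 of 175.9% of their level in GFP-negative cells, and the 2261 chosen on replicate 1 had 159.1% in replicate 2. The 19 markers of parenchymal cells had medians of 0.765% and 0.679%, and 49 and 42 of the chosen genes (2.39% and 1.86%) were at or below the highest marker (12.5% and 8.04%), which argues against RNA of parenchymal cells as the main source. A part remains open. Of the chosen genes, 73.7% and 76.7% were above GFP-negative cells, against 63.7% and 68.1% of the other genes at that TPM. RNA of blood cells and a loss of EC transcripts cannot be told apart by this comparison, since hemoglobin genes took 0.33% and 2.13% of the counts in GFP-positive and 0.08% and 0.78% in GFP-negative cells. Erythrocyte genes had a median log2 fold change of −15.91 in culture (−14.00 with genes at 0 set to their bound; 5 of 5 lower; camera, adjusted p 1.46e-07, fry, p 1.60e-05, estimated correlation, p 0.0149). Astrocyte genes were at −5.94 (5 of 5 lower; camera, adjusted p 0.000253, fry, p 1.20e-05, estimated correlation, p 0.0398), and oligodendrocyte genes at −6.38 (3 of 3 lower; camera, adjusted p 0.0199, fry, p 9.84e-07, estimated correlation, p 0.0471). Neuron genes were at −5.22 (3 of 4 lower; camera, adjusted p 0.0300, fry, p 0.000319) and pericyte genes at −8.52 (5 of 5 lower; camera, adjusted p 8.86e-05, fry, p 2.80e-05), and neither call held with an estimated correlation (p 0.0955 and 0.0664). Of the microglia genes only Csf1r and Tmem119 were tested, fewer than a list needs. The highest TPM of these parenchymal markers in acutely isolated ECs was 23.8, against 1436 in GFP-negative cells. The most abundant pericyte marker, Rgs5, had a TPM of 266 in acutely isolated ECs, 293 in GFP-negative cells and 0.528 in WT cultures, so that RNA of pericytes is a candidate source for genes like it, as a hypothesis.

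The fall of the BBB median by 2.09 was set against technical explanations. Lists matched on abundance had a median of 0.283 (95% of them between 0.08 and 0.49), which argues against amplification and read type as the cause for the list, although for a single gene they cannot be separated from culture. Lists matched on abundance, transcript length and GC content had a median of 0.210 (95% between 0.01 and 0.39). Genes enriched in P7 brain ECs by the paper's means but outside the BBB list, 180 genes, had a median of −1.15 with 54 above 0, below each of 10000 random lists (95% between −0.23 and 0.43), which argues against the choice of the list from these acutely isolated libraries as the whole cause. All 335 P7 brain-enriched genes were at −1.94, and 416 genes enriched in P7 liver, lung or kidney were at 0.44, with 229 above 0. The pan-EC median lay 1.26 above the BBB median, which argues against a general loss of EC identity or replacement by other cells as the whole cause. These values are consistent with an effect of culture on brain-specific EC genes, as a hypothesis, and they do not separate culture from the other steps that differ between the acutely isolated and the cultured cells.

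WT cultures split by experiment. On the second principal component, the gap between the 150-cycle cultures (replicates 3 and 4) and the other WT cultures was 103.9, against a range of 18.2 among the 36-cycle cultures, which come from both isolation methods. Facility and read length together may be its source. On the third component, however, the 36-cycle cultures also lay apart, with replicates 1 and 2 at −50.2 and −46.5 and replicates 5 and 6 at 59.9 and 52.8. A large gap thus also arose without a difference in read length, so that other differences between experiments stay open for replicates 3 and 4. The paper trimmed the reads of a 150-cycle sample to the other read formats and reports high correlations between the results, which argues against read length alone. The mice differed between these experiments too. Those of replicates 1 and 2 differed from the others in strain and alleles. Replicates 3 and 4 had Y-linked transcripts without Xist, and replicates 5 and 6 had Xist with almost no Y-linked transcripts. Replicates 1 and 2 had both. What these differences or the day of culture contribute to the gaps was not tested. For the strain gene Nnt, the TPM over the WT cultures was from 0 to 17.4, and it was called under no setting.

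More peaks were gained than lost in culture, 10217 against 3712, and the acutely isolated lists are shorter. With the same number of peaks from each library the ratio of gained to lost peaks was 0.819, so that the excess of gained peaks is consistent with fewer called peaks in the acutely isolated libraries. Whether these have fewer accessible sites or fewer reads was not tested.

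Other marker lists bear on no claim of the paper. In culture, genes of smooth muscle had a median of 3.11 (3 of 5 above 0; camera, adjusted p 0.591), of fibroblasts −0.55 (2 of 4; adjusted p 0.751) and of endothelial-to-mesenchymal transition 0.59 (4 of 6; adjusted p 0.632). Genes of tip or fenestrated ECs were at 4.80 (4 of 4 above 0; camera, adjusted p 0.0180), and the call held under fry (p 0.000657) and not with an estimated correlation (p 0.127). With stabilized beta-catenin, the same 4 genes had a median of 0.74 (4 of 4 above 0; camera, adjusted p 0.000952, fry, p 0.00118, estimated correlation, p 0.00649), pericyte genes 0.66 (adjusted p 0.0660), fibroblast genes 0.39, genes of laminar flow 0.16, immediate early genes 0.07, genes of the mesenchymal transition −0.01, smooth muscle genes −0.18, YAP and TEAD targets −0.24 and proliferation genes −0.25, with camera adjusted p from 0.357 to 0.860 for the last 7. With the batch term the YAP and TEAD targets were at −0.33 (camera, adjusted p 0.00338, fry, p 0.000634, estimated correlation, p 0.0401). The smooth muscle genes were then at −0.53 (camera, adjusted p 0.0158), which held under fry (p 0.00402) and not with an estimated correlation (p 0.0746), and the proliferation genes at 0.52 (camera, adjusted p 0.0366), which held under neither (p 0.0775 and 0.401). The proliferation genes were at −0.27 within method A and at 1.19 within method B at 36 cycles.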
